# The genomes of two key bumblebee species with primitive eusocial organization

**DOI:** 10.1186/s13059-015-0623-3

**Published:** 2015-04-24

**Authors:** Ben M Sadd, Seth M Barribeau, Guy Bloch, Dirk C de Graaf, Peter Dearden, Christine G Elsik, Jürgen Gadau, Cornelis JP Grimmelikhuijzen, Martin Hasselmann, Jeffrey D Lozier, Hugh M Robertson, Guy Smagghe, Eckart Stolle, Matthias Van Vaerenbergh, Robert M Waterhouse, Erich Bornberg-Bauer, Steffen Klasberg, Anna K Bennett, Francisco Câmara, Roderic Guigó, Katharina Hoff, Marco Mariotti, Monica Munoz-Torres, Terence Murphy, Didac Santesmasses, Gro V Amdam, Matthew Beckers, Martin Beye, Matthias Biewer, Márcia MG Bitondi, Mark L Blaxter, Andrew FG Bourke, Mark JF Brown, Severine D Buechel, Rossanah Cameron, Kaat Cappelle, James C Carolan, Olivier Christiaens, Kate L Ciborowski, David F Clarke, Thomas J Colgan, David H Collins, Andrew G Cridge, Tamas Dalmay, Stephanie Dreier, Louis du Plessis, Elizabeth Duncan, Silvio Erler, Jay Evans, Tiago Falcon, Kevin Flores, Flávia CP Freitas, Taro Fuchikawa, Tanja Gempe, Klaus Hartfelder, Frank Hauser, Sophie Helbing, Fernanda C Humann, Frano Irvine, Lars S Jermiin, Claire E Johnson, Reed M Johnson, Andrew K Jones, Tatsuhiko Kadowaki, Jonathan H Kidner, Vasco Koch, Arian Köhler, F Bernhard Kraus, H Michael G Lattorff, Megan Leask, Gabrielle A Lockett, Eamonn B Mallon, David S Marco Antonio, Monika Marxer, Ivan Meeus, Robin FA Moritz, Ajay Nair, Kathrin Näpflin, Inga Nissen, Jinzhi Niu, Francis MF Nunes, John G Oakeshott, Amy Osborne, Marianne Otte, Daniel G Pinheiro, Nina Rossié, Olav Rueppell, Carolina G Santos, Regula Schmid-Hempel, Björn D Schmitt, Christina Schulte, Zilá LP Simões, Michelle PM Soares, Luc Swevers, Eva C Winnebeck, Florian Wolschin, Na Yu, Evgeny M Zdobnov, Peshtewani K Aqrawi, Kerstin P Blankenburg, Marcus Coyle, Liezl Francisco, Alvaro G Hernandez, Michael Holder, Matthew E Hudson, LaRonda Jackson, Joy Jayaseelan, Vandita Joshi, Christie Kovar, Sandra L Lee, Robert Mata, Tittu Mathew, Irene F Newsham, Robin Ngo, Geoffrey Okwuonu, Christopher Pham, Ling-Ling Pu, Nehad Saada, Jireh Santibanez, DeNard Simmons, Rebecca Thornton, Aarti Venkat, Kimberly KO Walden, Yuan-Qing Wu, Griet Debyser, Bart Devreese, Claire Asher, Julie Blommaert, Ariel D Chipman, Lars Chittka, Bertrand Fouks, Jisheng Liu, Meaghan P O’Neill, Seirian Sumner, Daniela Puiu, Jiaxin Qu, Steven L Salzberg, Steven E Scherer, Donna M Muzny, Stephen Richards, Gene E Robinson, Richard A Gibbs, Paul Schmid-Hempel, Kim C Worley

## Abstract

**Background:**

The shift from solitary to social behavior is one of the major evolutionary transitions. Primitively eusocial bumblebees are uniquely placed to illuminate the evolution of highly eusocial insect societies. Bumblebees are also invaluable natural and agricultural pollinators, and there is widespread concern over recent population declines in some species. High-quality genomic data will inform key aspects of bumblebee biology, including susceptibility to implicated population viability threats.

**Results:**

We report the high quality draft genome sequences of *Bombus terrestris* and *Bombus impatiens*, two ecologically dominant bumblebees and widely utilized study species. Comparing these new genomes to those of the highly eusocial honeybee *Apis mellifera* and other Hymenoptera, we identify deeply conserved similarities, as well as novelties key to the biology of these organisms. Some honeybee genome features thought to underpin advanced eusociality are also present in bumblebees, indicating an earlier evolution in the bee lineage. Xenobiotic detoxification and immune genes are similarly depauperate in bumblebees and honeybees, and multiple categories of genes linked to social organization, including development and behavior, show high conservation. Key differences identified include a bias in bumblebee chemoreception towards gustation from olfaction, and striking differences in microRNAs, potentially responsible for gene regulation underlying social and other traits.

**Conclusions:**

These two bumblebee genomes provide a foundation for post-genomic research on these key pollinators and insect societies. Overall, gene repertoires suggest that the route to advanced eusociality in bees was mediated by many small changes in many genes and processes, and not by notable expansion or depauperation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0623-3) contains supplementary material, which is available to authorized users.

## Background

Social living, and in particular eusociality (the social system in which many individuals forego reproduction), represents one of the major transitions in evolution [1], where a balance between cooperation and conflict must be met [2,3]. Eusociality has arisen multiple times [2,4]. Although the selective bases of the evolution of eusociality are relatively well understood [2,5,6], the evolutionary origins and dynamics of the molecular mechanisms underpinning eusociality remain obscure [7,8], making the understanding of the genomics of eusocial species a priority. Genome sequencing of social and eusocial species is expanding [9-17], but existing data do not span the spectrum of sociality or the phylogenetic diversity of social taxa.

In the Hymenoptera, the honeybees (tribe Apini), stingless bees (Meliponini), and certain ant species display advanced eusocial traits, including a permanent reproductive division of labor between queen and worker castes, worker females that show high degrees of task specialization, and, sometimes, caste polymorphism, and large perennial colonies with complex communication and organization [18,19]. In addition to these advanced eusocial species, the Hymenoptera include species with a spectrum of social traits [2]. The four tribes of corbiculate bees, Apini, Meliponini, Bombini, and Euglossini, are thought to have shared a primitively eusocial ancestor. Subsequently, the Meliponini and Apini evolved advanced eusociality independently, while the predominantly solitary behavior of the Euglossini was secondarily derived [18]. Although rare overall, advanced eusociality has arisen twice in this group, once following the split of honeybee and bumblebee lineages (approximately 77 to 95 million years ago (mya)), and once following the split of stingless bee and bumblebee lineages (approximately 66 to 82 mya) [18].

The ‘primitively eusocial’ bumblebees (*Bombus spp.*, Bombini) share some traits with advanced eusocial bees, yet lack particular aspects that would qualify them as advanced eusocial organisms (Table 1). In comparison to honeybees, they have queen-worker caste differentiation based mainly on body size and physiology, annual colonies of hundreds rather than many thousands of individuals, and worker offspring that have lost the ability to mate, but can reproduce readily by laying haploid (male) eggs [20]. Bumblebees typically exhibit an annual colony cycle (Figure 1), although perennial colonies have been recorded in some bumblebee species such as the neotropical *B. atratus* [21], and social parasitic cuckoo bumblebees do not found their own colonies. There is a clear value to investigating bumblebees as they hold a key, intermediate position on the eusocial spectrum.

**Table 1:** **Key differences and similarities between honeybees,** ***Apis mellifera*** **, and the bumblebees** ***Bombus impatiens*** **and** ***B. terrestris***

	**Honeybee**	**Bumblebees**	
	***A. mellifera***	***B. impatiens***	***B. terrestris***
Native range	Africa/Asia/Europe	Temperate North America	Palaearctic region
Nesting	Cavity nesters		
Nest location	Trees	Ground	
Foraging	Generalist foragers of nectar and pollen		
Colony cycle	Perennial	Annual with queen diapause	
Colony founding	Colony fission	Solitary nest founding	
Sociality	Advanced eusocial	Primitively eusocial	
Colony size	Approximately 20,000-100,000 workers	<400 workers	
Queen mating system	Highly polyandrous	Limited polyandry	Monandrous
Worker division of labor	Age-based	Some size- and age-based	
Caste differentiation	Morphology/Size/Physiology	Size/Physiology	
Worker reproduction	Rare	Common	
Human links	Managed (hundreds-thousands of years)	Managed (decades)

**Figure 1:**
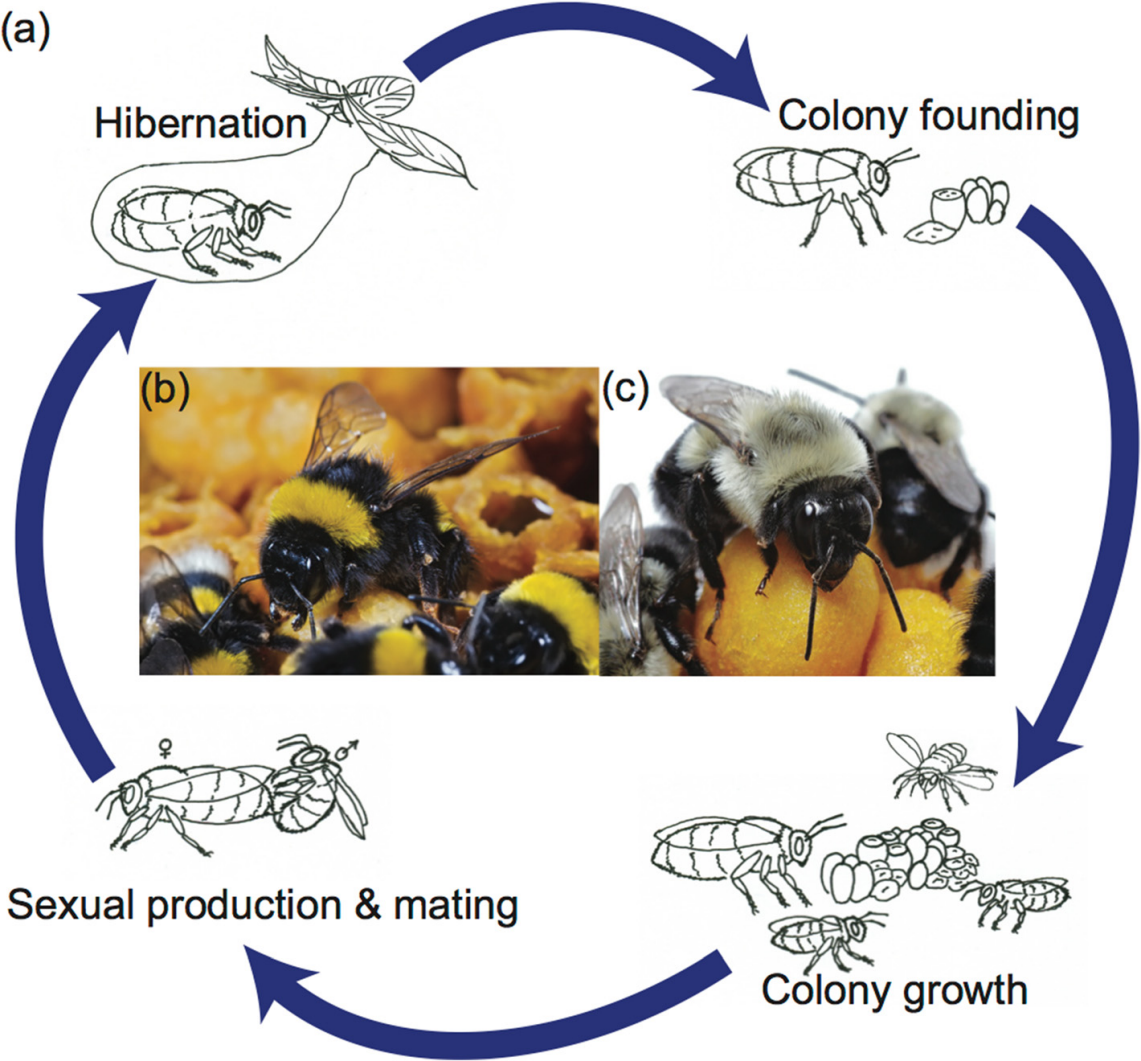
An illustrative colony cycle of bumblebee species living in temperate regions **(a)**. This is representative of the colony cycles of *Bombus terrestris* **(b)** and *B. impatiens* **(c)**. Queen bumblebees emerge from hibernation, establish a nest as a single foundress and provision it with pollen and nectar. Egg batches are laid that develop into female worker offspring. Once these offspring have developed and emerged as adults they take over foraging duties from the queen, and tend to developing brood. After sustained colony growth, males and new queens are produced. These sexuals leave the colony and mate. The new queens hibernate while males and the remainder of the colony perish.

Bumblebees are natively found around the globe, except for sub-Saharan Africa and Oceania, but reach their highest diversity in temperate, alpine, and arctic zones [20]. Two species of bumblebee, *B. terrestris* and *B. impatiens*, have in particular been the focus of research activity in a wide variety of fields. These include, among others, social evolution and organization [22-24], caste-structured development [25], learning [26], color vision [27], host-parasite interactions [28,29], plant-pollinator interactions [30], and community ecology [31,32]. The lineages leading to *B. terrestris* and *B. impatiens* separated approximately 18 mya [33,34]. *B. terrestris* is native to the Palaearctic and is common in many parts of Europe, North Africa, and parts of Western Asia, while the Nearctic *B. impatiens* is frequent in bumblebee communities of eastern North America. The species are placed in distinct sub-genera (*B. (Bombus) terrestris* and *B. (Pyrobombus) impatiens*) within the genus *Bombus* [33] and have some important biological differences (Table 1).

As a major component of the wild pollinator assemblage, bumblebees provide vital ecosystem services [35,36] and are also important for the productivity of agroecosystems [37]. Due to their effective pollination abilities, which are distinct from those of honeybees, bumblebees have also been employed in commercial pollination services [38]. *B. terrestris* and *B. impatiens* are both reared commercially and distributed internationally. The key role of bumblebees as pollinators is highlighted by losses in managed honeybee populations placing an increasing pollination burden on alternative pollinators [39]. However, many bumblebee species have also experienced marked population decreases recently [40,41]. Nonetheless, to date, *B. terrestris* and *B. impatiens* have proven to be relatively resilient to these declines. Relative abundances of *B. terrestris* in bumblebee communities in Europe have increased [42], while their absolute abundance has remained relatively stable [43]. *B. impatiens* has likewise increased in relative abundance in bumblebee communities in North America, since its populations have remained stable against a trend of declines in other bumblebee species [40,44]. In addition to remaining stable in its native range, *B. terrestris* has also proven to be an effective invader, further expanding its range as the result of human introductions [41,45,46]. Threats to both bumblebees and honeybees come from a variety of sources [47], and recently it has come to light that there is significant overlap of important pathogens between the two [48].

Genomic data form a rich platform on which comparative biology can be based. Comparative analyses of the genomes of honeybees and bumblebees will be crucial for understanding the relationships between these species, the dynamics of the evolution of eusociality, their resistances to pathogens, and their susceptibilities to other threats to pollinator health. Genomes of pollinators, such as bumblebees, will not only help understanding of the pollinator organisms themselves, but will also aid understanding of interactions between pollinators and plants [49]. For both *B. terrestris* and *B. impatiens* some genetic, genomic, and transcriptomic resources already exist [8,50-54].

Here we present high-quality draft genome sequences of two bumblebees, *B. terrestris* (Bter_1.0, accession AELG00000000.1) and *B. impatiens* (BIMP_2.0, accession AEQM00000000.2), and analyses that highlight both shared and divergent features compared to the honeybee (*A. mellifera*), other Hymenoptera, and further selected insects.

- We present high sequence coverage assembled genomes of *B. terrestris* (249 Mb) and *B. impatiens* (248 Mb).
- The two bumblebee genomes exhibit extensive synteny, with limited rearrangements over the estimated 18 My of divergence between the two lineages.
- We find relatively few repetitive elements and a low diversity of transposable elements, although there is some evidence of recent activity.
- Orthology and protein domain analysis uncovered bee- and bumblebee-specific genes and domains, with hints of evolutionary processes differentially acting upon aspects relating to chemosensation and muscle function in the bumblebee lineage.
- *B. terrestris* and *B. impatiens* are extremely similar in terms of gene content related to developmental pathways in molting, metamorphosis, and exoskeleton dynamics. This gene repertoire shows striking similarities among social and non-social Hymenoptera.
- A similar set of genes underlying haplo-diploid sex determination is present relative to honeybees, despite an alternative primary signal for sex determination being employed.
- Genes involved in behavior, neurophysiology, and endocrinology are broadly conserved between *A. mellifera* and bumblebees, yet limited differences do exist, and in particular among Juvenile Hormone Binding Proteins this may be connected to functional differences between these species.
- Xenobiotic detoxifying enzymes were found to be depauperate, as in *A. mellifera*, which has consequences for the ability of these species to deal with novel environmental xenobiotics, such as insecticides.
- Genes involved in chemoreception show expected complex patterns of gene birth and death. However, surprisingly, the gene repertoire of *B. terrestris* suggests that, relative to honeybees, bumblebees emphasize gustation over olfaction.
- Venom constituents, in general, are highly similar between honeybees and bumblebees.
- While components of all major immune pathways are present, as in *A. mellifera*, the complement of immune genes in the bumblebees is much reduced relative to Dipteran models, suggesting this is not a honeybee-specific characteristic, nor is it linked to advanced eusociality. Rather, it is likely that a reduced immune repertoire is basal to the bee lineage.
- RNAi core genes, RNA editing, and DNA methylation genes and genome wide patterns are highly conserved between *A. mellifera* and the two bumblebees.
- MicroRNAs (miRNAs) show a distinct pattern between the bumblebees and honeybees. Unique miRNAs were identified in both groups as well as potentially functionally relevant changes in conserved miRNAs. These are excellent candidates that may tune key biological differences between advanced eusocial honeybees and primitively eusocial bumblebees.

## Results and discussion

### Genome sequence and organization

We sequenced and *de novo* assembled the genomes of *B. terrestris* and *B. impatiens* from DNA derived from haploid males. *B. terrestris* sequence reads were assembled into a draft genome containing 236 Mb of sequence and spanning 249 Mb including estimated gaps (Table 2). Further genome information and statistics for Bter_1.0 can be found in Additional file 1. The *B. impatiens* genome was sequenced and *de novo* assembled to produce an assembly containing 243 Mb of sequence spanning 248 Mb including estimated gaps (Table 2). These genomes can also be accessed through BeeBase ([55], hymenopteragenome.org), which provides Genome Browser capabilities and BLAST searches against scaffolds and all gene predictions of both bumblebee genomes. Both genomes had high completeness as judged by presence of conserved gene sets (Additional file 1) and representation of independent transcriptome data.

**Table 2:** **Genome assembly statistics of** ***Bombus terrestris*** **(Bter_1.0) and** ***Bombus impatiens*** **(BIMP_2.0)**

**Genome assembly**	**Bter_1.0**	**BIMP_2.0**
Total sequence length	236 Mb	243 Mb
Total assembly length	249 Mb	247 Mb
Number of scaffolds	5,678	1,505
Scaffold N50	3.5 Mb	1.4 Mb
Number of contigs	10,672	12,033
Contig N50	76.0 Kb	57.1 Kb

Statistics are based on all scaffolds longer than 1,000 bp for BIMP_2.0.

### Synteny between the bumblebee genomes

Large-scale synteny is observed between the 18 chromosomes of *B. terrestris* and their corresponding *B. impatiens* scaffolds and contigs (details of coordinates in Additional file 2). Ninety-four *B. terrestris* scaffolds from the 18 chromosomes with the addition of 11 unplaced scaffolds (average length, 2.34 Mb; median, 1.34 Mb; range, 0.7 kb to 13.65 Mb; total length, 220.2 Mb) are covered by 101 synteny blocks formed from *B. impatiens* scaffolds and contigs (average synteny block length, 2.25 Mb; median, 1.16 Mb; range, 1.7 kb to 12.9 Mb) spanning 226.9 Mb. Thus, 89% of the investigated *B. terrestris* assembly is covered by synteny blocks representing 91% of the *B. impatiens* assembly. While synteny is high, it is likely an underestimate, being constrained by the fragmented genome assemblies of the two species. The existence of 14 large-sized synteny blocks (>5 Mb) corroborates this. Moreover, only eight and 10 cases were detected of intra- and inter- chromosomal rearrangements, respectively. The finding of a high degree of synteny between both bumblebee genomes is striking, as it is known that several social bees, including *B. terrestris*, have high genomic recombination rates [53,56]. This would lead to the expectation of higher frequencies of genomic rearrangements. However, these results concur with comparative linkage map based analyses suggesting a high conservation of genetic architecture within the Apidae [53].

### Repetitive elements in the bumblebee genomes

The *B. terrestris* and *B. impatiens* genomes were found to have 1,043 and 1,688 *de novo* predicted repetitive elements, respectively, of which 812 and 1,304 were validated by annotation of at least one complete copy. In total, 14.8% (36.2 Mb) of the *B. terrestris* assembly and 17.9% (44.6 Mb) of the *B. impatiens* assembly was found to be repetitive, with the diversity and abundance of transposable (interspersed) elements appearing similar across the two species (Additional file 1). Class I retroid elements and derivatives make up a large proportion of the genomes (8.5% in *B. terrestris*, 12.2% in *B. impatiens*). *Gypsy* is the most common long terminal repeat (LTR) retrotransposon covering 2.4 Mb in *B. terrestris* and 4.8 Mb in *B. impatiens*. Non-LTR retroid long interspersed elements (LINEs) have a similar cumulative length, with the majority being *Jockey*-like (2.6 Mb in both bumblebee species). Short interspersed elements (SINEs) are scarce. A major fraction of retroid elements (13.8 Mb in *B. terrestris* and 18.8 Mb in *B. impatiens*) were classified as large retrotransposon derivatives (LARD) or terminal repeat retrotransposons in miniature (TRIM). Class II DNA transposons were less frequent, with the majority being terminal inverted repeat (TIR) transposons, of which only *Mariner* and *PiggyBac* elements were common. Numerous repeat elements could not be assigned to a class (3.9 Mb in *B. terrestris* and 6.7 Mb in *B. impatiens*), and require further investigation.

The majority of the repeat elements appear shared between the two bumblebees. A large fraction of the *Gypsy* and *Mariner* elements were very similar to previously known transposable elements (two *Gypsy*, two *Mariner*) in *B. terrestris* (RepBase v17.01, [57]). The few *R2* clade elements show a more distant similarity to the single previously described *R2* element in *A. mellifera*. Other classified retroid elements show similarities to elements in other insect species, including the wasp *Nasonia vitripennis*, the ants, mosquitoes, and *Drosophila*. Interestingly, some of the bumblebee *PiggyBac* elements showed high similarities to other such elements from the beetle *Tribolium castaneum* or the moth *Bombyx mori*. Despite the lineage divergence time of 18 My, we found high degrees of sequence similarity between subsets of *Gypsy*, *Mariner*, and *PiggyBac* elements in *B. terrestris* and *B. impatiens*, suggesting a recent invasion by horizontal transfer into both species. A number of transposable elements are present in potentially active copies, with a high copy number indicating recent activity.

The two bumblebee genomes have an overall low number of transposable elements, together with a low diversity relative to other sequenced arthropods that typically have much higher percentages of repetitive DNA with higher diversity. For example, repetitive DNA in the genome comprises of 48.8% in the centipede *Strigama maritima* [58], 30% in the beetle *T. castaneum* [59], 38% in the aphid *Acyrthosiphon pisum* [60], over 30% in the wasp *N. vitripenis* [61], and typically greater than 20% in *Drosophila* [62] and ant species genomes [9,11,13,15,63]. The two bumblebee genomes contain only very small fractions or are almost devoid of *Copia*, *BelPao*, *Retrovirus*, and many of the LINE retroid elements, which are more common in other genomes [13,60,61]. Similarly, many superfamilies of DNA transposons are absent or only found in small quantities. For example, *hAT* and *P* elements, frequent in other insects [13,60,64], are scarce in these bumblebees. Some ant species have similar percentages of repetitive DNA in their genomes as the bumblebee genomes presented here [9,12], but only extremely specialized insects, the figwasp *Ceratosolen solmsi* (6.4%) [65] and an Antarctic midge *Belgica antarctica* (0.49%) [66], exhibit greatly reduced percentages in comparison. Within the Arthropoda, but outside of the Insecta, *Daphnia pulex* has a genomic repeat content of 9.4% [67]. A low percentage in *A. mellifera* (9.5%) also [16], however, suggests that the overall low number of transposable elements and low diversity in bumblebees is more deeply rooted in the Apinae.

### Predicted protein coding genes in the bumblebee genomes

Protein-coding genes were predicted from the Bter_1.0 and BIMP_2.0 assemblies using a diversity of *de novo* pipelines (NCBI RefSeq and Gnomon pipelines, AUGUSTUS, SGP2, GeneID, Fgenesh++ and N-SCAN; see Additional file 1). A merged gene set for each species was produced using GLEAN [68]. Targeted manual annotation was used to validate 657 gene models from *B. terrestris* and 346 gene models from *B. impatiens*. Approximately one-quarter of the automated models (24%) were edited, usually only to correct start and stop codon usage and intron-exon boundaries using transcriptome and comparative evidence (see Additional file 2 for details of these genes, along with gene information of species-specific gene names reported in some subsequent sections (for example, Bter_ or Bimp_)). Analyses focusing on specific gene families and pathways identified additional issues with some automated predictions (see below, for example, chemoreceptors).

### Analysis of orthology relationships of bumblebee genes

Ortholog analysis was carried out with OrthoDB6 [69,70] based on the Refseq gene sets of *B. impatiens* and *B. terrestris*. As expected, the vast majority of genes have orthologous relationships across the Hymenoptera (Figure 2). Ortholog sets that are only found in particular lineages are likely to play important roles in lineage-specific biological traits, and thus deserve further attention. The addition of the bumblebee genomes allowed for the identification of 38 orthologs specific to bees (*B. terrestris*, *B. impatiens*, *A. florea*, *A. mellifera*) (Additional file 2). Of greater interest for bumblebee biology are the 118 orthologs that, at this time, are found solely in the bumblebee lineage (Additional file 2). These bumblebee-specific ortholog groups were in general poorly annotated with InterPro domains [71], but 13 of the 24 orthologs in which domains could be found contained an olfactory receptor domain (IPR004117). Further, one bumblebee lineage specific gene ortholog (OrthoDB group: EOG6VDNJ0) has likely duplicated in *B. terrestris*. Genes containing this domain are seven-transmembrane proteins and are candidate odorant receptors in other species. These preliminary insights suggest alterations in chemosensation in the bumblebees, further explored below. However, considerable work will be required to discover how these uncovered bumblebee-specific genes relate to bumblebee biology.

**Figure 2:**
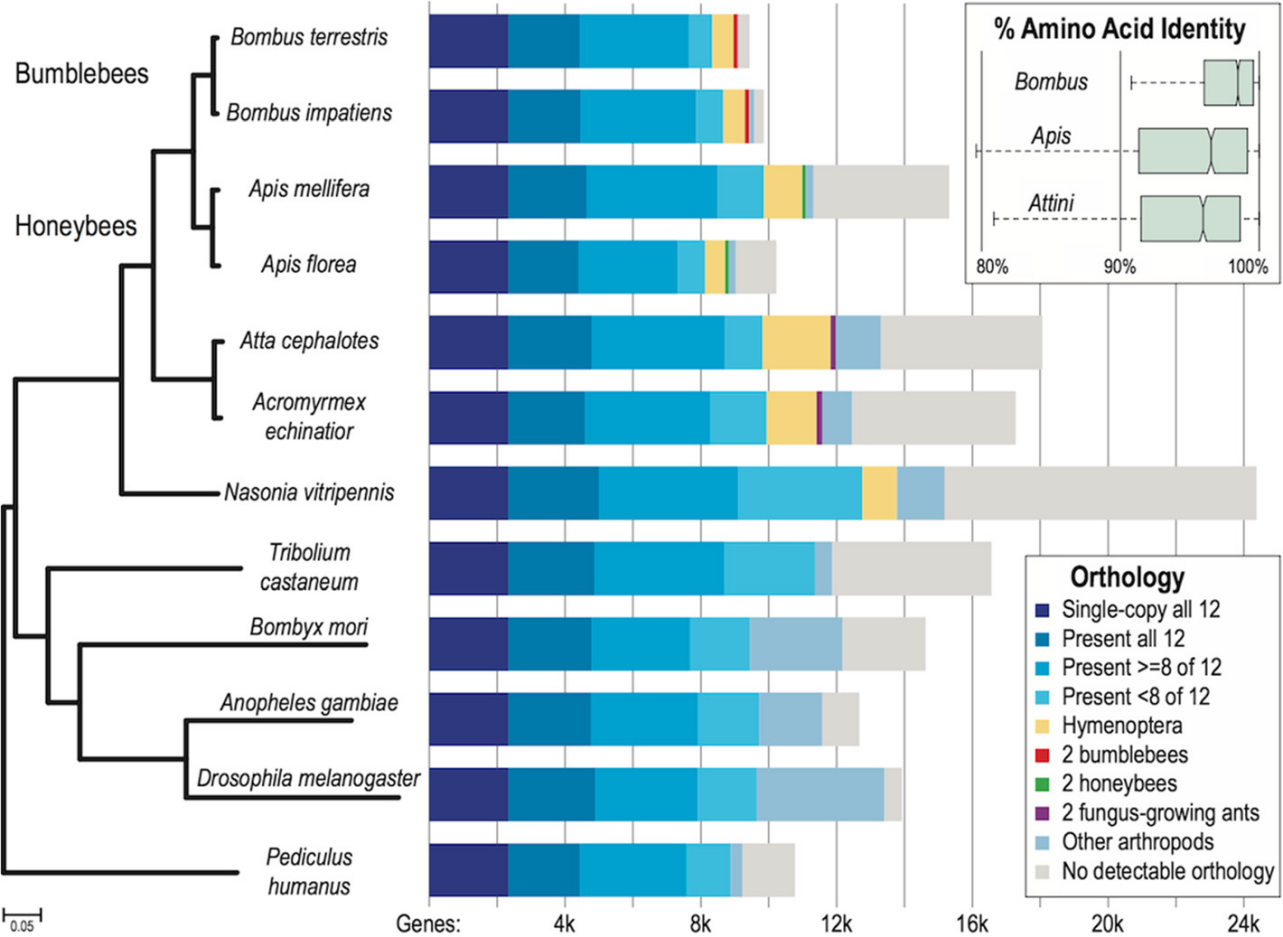
Bumblebee orthology with selected Hymenopterans and representative species from other insect orders. The maximum likelihood phylogenetic tree built from the concatenated alignments of 2,294 single-copy orthologs recovers the expected phylogeny rooted with the human body louse, *Pediculus humanus*. The tree highlights the pairs of closely-related bumblebees (*Bombus terrestris* and *Bombus impatiens*), honeybees (*Apis mellifera* and *Apis florea*), and fungus-growing ants (*Atta cephalotes* and *Acromyrmex echinatior*). It also shows slow average rates of molecular evolution in the Hymenopterans, similar to the flour beetle, *Tribolium castaneum*, but much slower than the silk moth, *Bombyx mori*, the malaria mosquito, *Anopheles gambiae*, and the fruit fly, *Drosophila melanogaster*. The bars represent the total gene counts in each species partitioned according to their homology to genes in the other species and other arthropods: from universally present single-copy orthologs (dark blue, left) to lineage-specific orthologs, and genes with no detectable orthology (gray, right). A small fraction made up of about 100 to 150 genes in each of the bee and ant species exhibit orthology only to genes from the most closely-related species (red, green, purple). The inset boxplots show the distributions of percent amino acid identities between pairs of *Bombus*, *Apis*, and *Attini* (ants) universal single-copy orthologs, where the identity is much higher between the bumblebee orthologs than between the honeybees or the ants.

### Patterns of protein domain evolution in *B. terrestris*

The evolutionary dynamics of protein domains are often distinct from dynamics on the gene level, and sometimes signals of adaptation only become apparent at the protein domain level. Protein domains of *B. terrestris* were compared to several reference species (*A. mellifera*, *Atta cephalotes*, *Culex cinquefasciatus*, *Drosophila melanogaster*, *Daphnia pulex*, *Harpegnathos saltator*, *Pediculus humanus*, *T. castaneum*) (Additional file 1). Domains found uniquely in one species compared to closely related species can indicate horizontal gene transfer. One *B. terrestris* domain not found in the other arthropods was an RNA-dependent RNA-polymerase (Pfam domain PF00978)*.* This domain is found on predicted gene au6.g7950 between 97 and 133 kb of scaffold CM001185.1. The predicted gene has 17 exons, three of which are annotated with Pfam domains, with PF00978 located in the eighth exon. This domain is normally part of RNA viruses, and its presence in the *B. terrestris* genome may be a nuclear insertion of genetic material from a viral infection, but no longer encode a functional RNA-dependent RNA-polymerase.

Expansions and contractions of domains relate to lineage-specific changes in domain copy numbers. These can be linked to gene duplication or loss, but can also be independent of this process. When comparing *B. terrestris* domains to all reference species, only two domains were significantly different in their occurrences (*P* <0.05, Fisher’s exact test). Both of these domains (PF07530 (*P* <0.001) and PF07727 (*P* = 0.001)) appear related to transposable elements [72,73]. In comparison to *A. mellifera* alone, 16 expansions or contractions were found in *B. terrestris*, with most being related to transposable elements (Additional file 2) or the zinc finger receptor family. However, three of these domain changes are of further interest. A major royal jelly protein (PF03022 (*P* = 0.007)), involved in honeybee larval nutrition and caste differentiation [74] is contracted in *B. terrestris*, with six copies in comparison to the 22 in *A. mellifera*. PF07993 (*P* = 0.01), involved in age-related decreases of transcript levels in *D. melanogaster* [75], is expanded to six copies in *B. terrestris*, but is not present in *A. mellifera*. Three seven-transmembrane receptors involved in chemoreception (PF02949 (*P* <0.001), PF00001 (*P* = 0.016), PF08395 (*P* = 0.016)) are contracted in *B. terrestris* based on analyses of these domains, and are found at 12%, 53%, and 0%, respectively, of their abundances in *A. mellifera*. A comparison of the bees (*B. terrestris* and *A. mellifera*) to the ants (*A. cephalotes* and *H. saltator*) revealed seven significant domain expansions or contractions, with four being related to transposable elements. The others were, in bees relative to ants, a contracted trypsin domain (PF00089), an expanded trypsin inhibitor domain (PF01826), and an expanded zinc finger domain (PF13912).

Domain repeat numbers within a protein often change rapidly, with multiplication of a domain within a protein potentially indicating a strong signal of selection. Repeat numbers of domains within proteins were compared between *B. terrestris* and *A. mellifera*. Nine domains were found to differ significantly in their repeat numbers. Several of these domains have functions related to muscle, and hint at potential selection pressure on the muscle apparatus of bumblebees. These adaptations could be related to distinct muscle features of bumblebees, for example, in warming up the flight muscles [20].

### Development related genes in the bumblebee genomes

Examination of both bumblebee genomes for developmental genes indicates that the developmental gene complement of *A. mellifera*, with its loss of specific developmental genes, is shared with bumblebees, strengthening the finding that these are indeed missing from the *A. mellifera* genome and indicating that early development may have evolved differently in the corbiculate bees as a whole.

The complement of genes involved in segmentation and dorsoventral patterning are identical to those of *A. mellifera*. Both bumblebees have all components found in the *A. mellifera* for *Notch*, *Wingless*, *hedgehog*, and *TGF-beta* signaling. They also have similar *runt* [76], *E(spl)* [77], and *Hox* complexes [78] to *A. mellifera*. An interesting finding from the *A. mellifera* genome sequence was that a set of genes that act in early patterning of *Drosophila* embryos were absent [78]. This set of genes (*torso*, *trunk*, *gurken*, *bicoid*, *swallow*, and *oskar*) is also completely lacking in the bumblebee genomes. While some of these genes arose in the dipteran lineage (for example, *bicoid* and *swallow*) [78-80], others are found in the genomes of hemimetabolous insects such as the pea aphid (*torso*) [81], or in other Hymenoptera (for example, *torso*, *oskar*) [82]. This indicates within-Hymenoptera lineage-specific loss of at least the *torso* and *oskar* genes.

Hemocyanin derived genes include hexamerins (*hex*), involved in metamorphic molting [83], and prophenoloxidases (*PPO*), associated with melanisation and exoskeleton pigmentation [84]. As in *A. mellifera*, four *hex* genes, with the genomic clustering of three of these genes also being conserved, and a single copy of *PPO*, with transcriptomic evidence for alternative splicing, were found. Other genes with a single copy and likely one-to-one orthologous relationships include many involved in post-embryonic development, including *ftz-f1*, Broad-complex, calponin (*Chd64*), eclosion homone (*EH*), ecdysis triggering hormone (*ETH*), bursicon α and β, cuticular peroxidase, dopa-decarboxylase (*DDC*), chitinase, and tyrosine hydroxylase (*TH*). Predicted gene models and/or transcriptional evidence indicate alternative isoforms for most of these genes in bumblebees. *Tweedle*, *apidermins*, and other cuticular proteins (such as *CPLCP* and *CPF*) have the same numbers as *A. mellifera* [85]. Multicopper oxidases (*MCOs*), including laccases, have roles in development and a wide variety of other biological processes [86]. Seven *MCO* genes are found in both bumblebee genomes, while there are only five in *A. mellifera* and 11 in *Nasonia spp*. These genes show clear orthology, but also species-specific expansion (for example, *Nasonia spp.*) and loss (for example, *A. mellifera*). CPR cuticular proteins are encoded by 37 to 58 genes across sequenced Hymenopterans, which is considerably fewer than are found in other insects (86 to 241). Other genes involved in development, including members of the basic Helix-Loop-Helix/Per-Arnt-Sim (*bHLH-PAS*) transcriptional factors, show deep conservation within the insects.

Genes encoding proteins that are important for development and differentiation of the central nervous system and the brain, cell polarity, axon guidance, Malphigian tubule morphogenesis, eye development, and pathways like the Notch signaling pathway are conserved in the bumblebees. The genes *achaete*, *scute*, *lethal of scute*, and *asense* are part of the *achaete-scute* complex of *D. melanogaster* [87] and encode transcriptional activators of the bHLH class. They are important proneural genes that instruct clusters of cells to become competent to form neuroblasts [88] and play a critical role in the formation of the central nervous system of the embryo and the peripheral nervous system (sensory bristles) of adults [87]. Of the four genes of the *achaete-scute* complex, only one copy is present in *B. terrestris* while two copies are found in *A. mellifera* [89]. This finding suggests that a single gene of the *achaete-scute* gene family is sufficient in *B. terrestris* to form the neuroblasts and the CNS. Another gene involved in the development of the CNS, *escargot* [90] is not present in *B. terrestris.* In *D. melanogaster, escargot* acts with redundant function with other members of the snail protein family (*snail* and *worniu*) to control embryonic central nervous system development [90]. The homeobox containing genes *ladybird late* and *ladybird early* encode transcription regulators, which play an important role in neurogenesis, myogenesis, and cardiogenesis [91], and are also missing in *B. terrestris*.

### Haplo-diploid sex determination in the bumblebee genomes

Hymenoptera species do not possess sex-specific chromosomes, but instead employ a haplodiploid mode of sex determination, which typically leads to males arising from unfertilized eggs (haploid) and females from fertilized eggs (diploid). Single-locus sex determination has been extensively studied in *A. mellifera*, where the initial signal has been identified to be the multiallelic gene *complementary sex determiner* (*csd*) [92]. Bumblebees share orthologs for numerous genes known to be involved in *Drosophila* and *Apis* sex determination such as *doublesex* (*dsx*), *transformer 2* (*tra 2*), *fruitless* (*fru*), and *transformer* (*tra*)/*feminizer* (*fem*). The single sex determination locus described for *A. mellifera* harbors the tandemly arrayed paralogous genes *csd* and *fem* [93], whereas in *B. impatiens* and *B. terrestris* the paralog of *fem*, *feminizer 1 (fem1)*, is located on different chromosomes. In contrast to the allelic variability of *Apis csd*, *fem1* lacks allelic variability based on sequences from natural *B. terrestris* populations, suggesting that *fem1* is unlikely to be an allelic factor acting as a primary signal in the sex determination pathway (Hasselmann *et al.*, unpublished). In other Hymenopteran genomes than *Apis* and *Bombus*, paralogous copies of *fem* (*tra*) have been found in ants and the Halictid bee *Lasioglossum albipes*, suggesting this gene duplication as a potentially ancestral event in the early evolutionary history of Hymenopteran species [15,94,95]. However, analysis provides evidence that *csd* and *fem1* are not orthologs, and originated independently by gene duplication from the *fem* gene in *A. mellifera*, the bumblebees, and ants [96,97]. Bumblebee *dsx* and *fem* are sex-specifically spliced, consistent with the evolutionary conservation of the pathway at this level. Alternative splice variants are also found for *fem1*, which is not the case for *csd* in *A. mellifera* (Hasselmann *et al.*, unpublished)*.* For three genes (*sisterless A*, *outstreched*, *suppressor of variegation 3-7*) no potential orthologs were identified in the bumblebee or any other Hymenopteran genome. All genes involved in dosage compensation in *D. melanogaster* have orthologs in the bumblebee genomes, despite the lack of sex chromosomes. These genes might have additional, for example chromatin-related, functions in the bumblebee. It is also tempting to speculate about an association to haplodiploidy given the complexity by which those genes orchestrate with the transcription regulating machinery [98]. Consequently, for example, these orthologs could fine-tune the transcription of maternally and paternally provided genetic material in fertilized eggs, compensating allele-specific differences.

### Behavior, neurophysiology, and endocrinology related genes in the bumblebee genomes

Advanced eusociality requires extensive behavioral coordination, and castes typically differ in their behavioral phenotypes, spatially or temporally. In the primitively eusocial bumblebees, while behavioral differentiation is present, it is not as distinct as in the advanced eusocial honeybees, making the landscape of genes involved in behavior and the neuronal and physiological processes underlying behavioral phenotypes an interesting avenue of investigation.

Innate circadian clocks govern the daily timing of many organismal processes, from gene expression to behavior. The set of clock genes in bumblebees is highly similar to those of *A. mellifera* [99]. Only a timeout (*Tim2*), but no timeless (*Tim1*), and a mammalian-like cryptochrome (*Cry-m*), but not a *Drosophila*-like cryptochrome (*Cry-d*) were found in the bumblebee genomes. Thus, the core circadian feedback loop is mammalian-like rather than *Drosophila-*like, a finding also recently described in ants [100].

The Takeout/juvenile hormone binding proteins (*To/JHBP*), present only in insects, share a defining domain thought to bind small lipophilic molecules such as juvenile hormone (JH) [101], yet the exact ligands are mostly unknown. In *Drosophila*, *To* is linked to circadian rhythms, with *To* mutants showing abnormal locomotor activity rhythms and rapid death on starvation [102,103]. In *A. mellifera*, eight genes of the *To/JHBP* family have been identified [104]. The genomes of the two bumblebees each contain 11 putative *To/JHBP* family genes (Additional file 1). Interestingly, two of these genes have no true orthologs in *A. mellifera* (GB13060_1, and GB17010), but orthologs are present in *Nasonia*, suggesting the loss of these two genes since the separation of the honeybee and bumblebee lineages (Additional file 1). It would be interesting to test if these differences in *To/JHBP* complements are related to different physiologies of honeybees and bumblebees, such as the apparent differences in JH signaling. In bumblebees JH regulates fertility and female reproductive physiology [105], whereas in adult honeybees JH influences worker division of labor but not fertility and reproduction [106]. All protein models of the identified genes contain significant JH-binding domains, and signal peptides were identified by at least one of the two methods used in all except Bter_GB17010 and Bimp_GB17010 (Additional file 1). All putative *To/JHBPs* are co-localized on *B. terrestris* LG B09, apart from Bter_GB19811, which is located on LG B08. The location of the *JHBPs* in the genome of *B. terrestris* is comparable to that in *A. mellifera*, suggesting high synteny for this group of genes, which is consistent with the premise that the *To/JHBP* family was created by ancient duplication events.

The genes of the cys-loop ligand-gated ion channel (cysLGIC) superfamily mediate synaptic transmission in insects. The genomes of *B. terrestris* and *B. impatiens* both contain the same complement of 21 cysLGIC genes, with 11 of these genes encoding putative nicotinic acetylcholine receptor subunits (nAChRs), while the remainder of the bumblebee *cysLGIC* superfamily include genes for ion channels gated by gamma-aminobutyric acid (GABA receptors), glutamate (GluCls), and histamine. This complement of 21 cysLGIC genes is the same as found in *A. mellifera* [107]. Studies in honeybees have shown that nAChRs, GABA receptors, and GluCls play key roles in behavior, such as olfactory learning and memory [108,109]. Insect cysLGICs are also of importance as they are targets of widely used insecticides, examples of which are fipronil (which acts on GABA receptors and GluCls) and neonicotinoids (which act on nAChRs) [110]. The bumblebee nAChRs may mediate sublethal effects of neonicotinoid pesticides on foraging behavior and colony traits [111-113]. CysLGIC sequence information from diverse species, including key pollinating insects, is a valuable starting point for understanding the interaction of insecticides with their targets, and may prove instructive in the future design and development of improved insecticides with enhanced specificity and reduced effects on non-target beneficial species.

Biogenic amines, neuropeptides, protein hormones, and their G-protein-coupled receptors (GPCRs) play a central role in the physiology of insects and control many important processes, including behavior, development, feeding, and reproduction [114]. Insects have 16 to 22 biogenic amine GPCRs for identified insect biogenic amines (acetylcholine, adenosine, dopamine, octopamine, tyramine, and serotonin) [115,116]. Both bumblebees have a similar set of 20 biogenic amine GPCRs (Additional file 1). Compared to other sequenced insects, one octopamine receptor was found to be duplicated in the two bumblebees, as was also found in *A. mellifera*. The two bumblebees have a similar set of 34 neuropeptide preprohormone genes coding for approximately 65 different neuropeptides (Additional file 1). However, functionality of *corazonin*, thought to be involved in copulation behavior [117], carbohydrate and lipid mobilization [118], and stress [119], is likely different in *B. impatiens*, as the preprohormone cannot be cleaved to a functional *corazonin* (Additional file 1). Twelve neuropeptide genes found in other arthropods are absent in both bumblebee species, with their GPCRs also absent where they are known. Interestingly, the two bumblebee species have a similar, but still unique, neuropeptide suite compared to *A. mellifera*, with *sulfakinin* found only in *A. mellifera* and *trissin* found only in bumblebees (Additional file 1). This unique suite of neuropeptides is likely to underlie bumblebee*-*specific physiology and behavior.

TRP (Transient Receptor Potential) channels are activated by diverse stimuli and function as the primary integrators of sensory information such as vision, thermosensation, olfaction, hearing, and mechanosensation. The TRP superfamily is divided into seven subfamilies (TRPA, TRPC, TRPM, TRPML, TRPN, TRPP, and TRPV) [120]. The bumblebee genomes contain the same set of TRP channel genes (5 TRPA, 3 TRPC, 1 TRPM, 1 TRPML, 1 TRPN, and 2 TRPV subfamily members) as *A. mellifera* and *N. vitripennis*. Both bumblebee species lack *TRPA1*, but maintain *TRPA5* (a TRPA subfamily member lost in Diptera) and *HsTRPA*. Three other conserved TRPA channels, *Painless, Pyrexia*, and *Wtrw*, are present. Thus, the pattern of TRPA subfamily members is conserved between these two bumblebees, *A. mellifera*, and *N. vitripennis*.

### Xenobiotic detoxifying enzymes and related genes in the bumblebee genomes

Overall bumblebees, similar to honeybees, have a reduced set of detoxification enzymes. Being mutualistic pollinators, bumblebees are not faced with a plethora of toxic plant secondary metabolites that require detoxification, as herbivores are. This, and the potential of low incidence of xenobiotics due to their social lifestyle, could account for why these xenobiotic detoxifying enzymes are so impoverished in these species. However, xenobiotics are now encountered in the form of systemic insecticides, and investigations of how a general lack of detoxification related genes, along with species-specific alterations, influences susceptibility is vital to understand one of the major purported threats to pollinator health.

Glutathione-S-transferases (GSTs), carboxyl/cholinesterases (CCEs), and cytochrome P450 monooxygenases (p450s) are involved in the detoxification of xenobiotics, along with playing roles in key physiological pathways. These gene families were found to be extremely depauperate in the *A. mellifera* genome [121].

GST and CCE numbers are comparable in the two bumblebees to those numbers found in *A. mellifera* (Table 3). Thus, the reduction in numbers in *A. mellifera* [121] is not unique, but rather taxonomically more widespread. Despite a similarity in overall numbers, there are key changes in CCEs between the bumblebees and honeybees on the level of clades and their classes. In bumblebees, relative to *A. mellifera*, dietary/detoxification associated CCE genes are reduced in number, while hormone and semiochemical processing associated CCE genes are increased.

**Table 3:** **Detoxification enzymes and related genes**

**Gene family**	**Clade/Class/Clan**	**B. imp.**	**B. ter.**	**A. mel.**	**A. flo.**	**P. bar.**	**N. vit.**	**T. cas.**	**D. mel.**
GSTs	Delta	5	5	4	4	-	4	-	-
	Epsilon	0	0	0	0	-	0	-	-
	Omega	2	2	2	2	-	2	-	-
	Sigma	4	4	4	4	-	8	-	-
	Theta	1	1	1	1	-	3	-	-
	Zeta	1	1	1	1	-	1	-	-
	Total GSTs	13	13	12	12	-	18	-	-
CCEs	A (DD)	3	3	5	5	-	10	-	-
	B (DD)	2	2	3	3	-	6	-	-
	C (DD)	0	0	0	0	-	0	-	-
	D (HSP)	3	3	1	2	-	5	-	-
	E (HSP)	3	3	2	2	-	12	-	-
	F (HSP)	2	2	2	2	-	2	-	-
	G (HSP)	0	0	0	0	-	0	-	-
	H (NDCA)	1	1	1	1	-	1	-	-
	I (NDCA)	1	1	1	1	-	1	-	-
	J (NDCA)	2	2	2	2	-	2	-	-
	K (NDCA)	1	1	1	1	-	1	-	-
	L (NDCA)	5	5	5	5	-	5	-	-
	M (NDCA)	1	1	1	1	-	1	-	-
	Total CCEs	24	24	24	25	-	46	-	-
P450s	CYP3	27	27	28	-	40	49	65	36
	CYP4	4	4	4	-	18	29	41	32
	CYP2	7	7	8	-	7	7	8	6
	Mitochondrial	6	6	6	-	7	7	9	11
	Total P450s	44	44	46	-	72	92	123	85

Gene counts of glutathione-S-transferases (GSTs), esterases (CCEs), and P450s among selected holometabolous insect genomes.

A. flo = *Apis florea*, A. mel = *Apis mellifera*, B. imp = *Bombus impatiens*, B. ter = *Bombus terrestris*, D. mel = *Drosophila melanogaster*, DD = Dietary and detoxification, HSP = hormone and semiocheical processing, N. vit = *Nasonia vitripennis*, NDCA = Neuro-developmental and cell adhesion, P. bar = *Pogonomyrmex barbatus*, T. cas = *Tribolium castaneum*.

- = species not included in particular analysis.

The bumblebee genomes contain 44 putatively functional cytochrome P450 monooxygenase genes (P450s) and seven pseudogenes, very similar to the complement of 46 P450s encoded in the genome of *A. mellifera*, but considerably smaller than the number of P450s in the genomes of most other holometabolous insects (Table 3) [12,59,121,122]. The bumblebee genomes include all other expected orthologous P450s in the CYP2 and mitochondrial clans, which are involved in ecdysteroid hormone synthesis and breakdown [123]. The insect steroid hormone, 20-hydroxyecdysone (20E), controls and coordinates insect development through the ecdysteroid-signaling cascade. Enzymes responsible for 20E synthesis are a group of cytochrome P450s (Additional file 1). To date, four P450 enzymes, namely CYP306A1 (*Phantom, Phm*), CYP302A1 (*Disembodied, Dib*), CYP315A1 (*Shadow, Sad*) and CYP314A1 (*Shade, Shd*), involved in ecdysteroid biosynthesis have been identified and characterized. Additionally, a group of paralogous CYPs (CYP307A1 (*Spook, Spo*), CYP307A2 (*Spookier, Spok*), the paralog gene of *Spo*, and CYP307B1 (*Spookiest, Spot*)) are identified. They are all involved in the initial conversion process from 7-dehydrochoresterol into ketodiol, but their biochemical functions are not well understood [124]. They are called the Halloween genes. All Halloween genes present in *A. mellifera* are found in *B. terrestris* and *B. impatiens* (Additional file 1). Similar to *A. mellifera*, no ortholog for *Spo*, which is present in multiple other hemimetabolous and holometabolous insects, was found. Phylogenetic analysis demonstrated the identity of the *Spot* paralog and also confirmed the identity of the other Halloween genes (Additional file 1).

Honeybees and bumblebees are uniquely depauperate in the CYP4 P450s, as each bee genome encodes just four well-conserved orthologs in this clan, while other insect genomes contain a great diversity of genes in this group. Lack of CYP4 P450 diversity in the bees is somewhat surprising because this group has been associated with pheromone synthesis and breakdown [125]. Two of the four CYP4 P450s shared by bees, the pair of CYP4G orthologs, are known to be involved in the synthesis of cuticular hydrocarbons in other insects [126] and may be involved in the production of secreted wax in bumblebees and honeybees.

The CYP3 group members are the only P450s in the sequenced bees that do not display clear 1:1 orthology with other insects. This clan shows evidence of recent gene duplication and divergence in species specific ‘blooms’ [123]. Members of the CYP3 clan detoxify pesticides and natural xenobiotics in honeybees and other insects [127,128]. While the *A. mellifera* and two bumblebee genomes appear to encode similar numbers of CYP3 P450s, this gene count masks gene birth and death events occurring in each genome. *Apis mellifera* has three CYP9Q P450s, which metabolize synthetic insecticides [127]. While *B. impatiens* also has three CYP9Qs, *B. terrestris* has a single putatively functional CYP9Q P450.

### Chemoreceptors in the bumblebee genome

Chemosensation plays a major role in social interactions in insect societies, and is critical to the ecological interactions of bees. The odorant receptor (OR) family of seven-transmembrane proteins in insects mediates most of insect olfaction [129], with additional contributions from a subset of the distantly related gustatory receptor (GR) family, for example, the carbon dioxide receptors in flies [130], and a subset of the unrelated ionotropic receptors (IRs) [131].

#### Odorant receptors (ORs)

The *A. mellifera* genome revealed an expansion of the OR family relative to previously sequenced fly genomes [132], with a total of 177 genes (updated in [11,12]). This expansion has been even greater in other sequenced Hymenoptera, including *Nasonia* wasps with around 300 OR genes [133] and several ant species with around 400 OR genes [11,12,15,134]. Analysis of *Bombus* ORs indicates that they have a slightly less diverse OR family than *A. mellifera*, with 164 genes (Additional file 1). There are just five pseudogenes (3%), which is even lower than the 5% in *A. mellifera*. The result is 159 apparently intact OR proteins, although there is a small subfamily (BtOr128-139, related to AmOr97-105) with an additional short coding exon for the start codon, which usually could not be confidently identified, so their functionality remains uncertain. As expected, there is a single conserved ortholog of the *DmOr83b* protein, now called *Orco* [135], sharing 92% amino acid identity with *AmOrco* (*Or2*) and 63% with *DmOrco* (*Or83b*). There are no other orthologous relationships of bee ORs to the *Drosophila* ORs [132]. Comparing *B. terrestris* and *A. mellifera* ORs there is a combination of single orthologs for many genes, duplications of genes in one or both species, several large species-specific gene lineage expansions, and at least 22 gene losses, reflecting the birth-and-death gene family evolution typical of these receptors (Additional file 1). The largest known tandem duplication of insect chemoreceptors is AmOr1-61 with equivalents in *Bombus* of BmOr1-46, and this large subfamily contains the only Hymenopteran OR for which a ligand is known, AmOr11, which perceives the major bee queen pheromone component 9-ODA [136].

Another large subfamily is the 9-exon gene subfamily, totaling 49 genes (BtOr116-164 and AmOr97-113, 122–139, 140, 159, 172–177), which all share the same gene structure, except that AmOr97-113 and BtOr128-139 have an additional very short 5’ exon containing the start codon. The major expansion of this subfamily in ants was suggested to indicate that it comprises the cuticular hydrocarbon receptors involved in nestmate and kin recognition [11,12,134]. This subfamily has the largest species-specific expansions in both *B. terrestris* and *A. mellifera* (Additional file 1). Based on branch lengths, these also appear to be among the most rapidly evolving ORs. Meanwhile, the oldest lineages in this subfamily, AmOr 159, 176, and 177 and BtOr156, 157, and 159, each appear to have been lost from the other species (indeed a non-functional fragment of an AmOr177 ortholog remains in the bumblebee genome), suggesting that their functions are being outlived. This 9-exon subfamily also contains the first clear case of trans-splicing observed in the insect chemoreceptor family, something that is becoming better known in other insect genes [137]. The lineage of BtOr161-163 and AmOr140 has the first coding exon in the appropriate location upstream of the remaining exons, but in reverse orientation. While this unusual arrangement was recognized for AmOr140, it was discounted and that gene was previously treated as having an unrecognized N-terminus (AmOr140NTE) [132]. Discovery of the same arrangement for this exon in the related bumblebee genes makes it clear that these are trans-spliced genes.

#### Gustatory receptors (GRs)

The GR family of seven-transmembrane proteins in insects mediates most of insect gustation [129], as well as some aspects of olfaction. In contrast to the OR family, the GR repertoire was considerably reduced in *A. mellifera* compared with flies, at just 12 genes [11,12,132], which is far fewer than the number found in the other available Hymenoptera [11,12,133,134]. Compared to *A. mellifera*, somewhat surprisingly, *B. terrestris* has 25 GR genes (Additional file 1). Of these, 23 are apparently intact proteins. The phylogenetic tree (Additional file 1) reveals the relationships of *B. terrestris* and *A. mellifera* GRs in relation to those of *D. melanogaster*. As is the case for *A. mellifera* [132] and other Hymenoptera examined to date [138], there are no *B. terrestris* orthologs for the carbon dioxide receptors (DmGr21a and 63a). *B. terrestris* has conserved orthologs for the two candidate sugar receptors in *A. mellifera*, BtGr1/2 [139]. The BtGr3/AmGr3 lineage is the ortholog of the DmGr43a receptor that has recently been shown to be a fructose receptor that also functions as a brain nutrient receptor [140]. The AmGr4/5 lineage appears to be an *Apis*-specific duplication, because there is only one gene in *B. terrestris*, and it is now a pseudogene (BtGr4PSE). Remaining *B. terrestris* and *A. mellifera* GRs have no convincing relationships with *D. melanogaster* GRs to allow for functional inference, but show expected patterns of birth-and-death typical of the chemoreceptor and other environmentally-relevant gene families. While Gr6 and Gr7 are simple orthologs, the others provide interesting comparisons. BtGr5 is an intact relative of the large set of highly degraded pseudogenes in the *A. mellifera* genome, represented here by the AmGrX-Z constructs. This lineage apparently both expanded and completely pseudogenized within the *Apis* and related bee lineages. Gr10 and Gr11 are pseudogenes in *B. terrestris* and *Apis*, respectively, so their respective functions have been lost. The AmGr8/9 pair of duplicated genes have experienced a repeated set of duplications as a pair in *B. terrestris*, yielding five genes each (BtGr8/9, and 14–21), although BtGr17 is a pseudogene. The newly recognized AmGr12 is also repeatedly duplicated in *B. terrestris*, again yielding five genes, all still intact (BtGr12 and 22-25). Finally, a truncated version of a highly divergent GR was recognized in each genome, called Gr13. Gr13 is missing the usually conserved C-terminus, but is otherwise a seemingly intact gene.

The most impressive feature of the GR gene family in *B. terrestris* is the expansion of three *A. mellifera* GRs into 15 genes in *B. terrestris* (Figure 3). These expansions are all very recent, being unique to *Bombus*, and have short branches to each new gene. Thus, while the total GR family size in *B. terrestris* is considerably larger than that of *A. mellifera*, the difference is not an ancient one involving the loss of *Apis* genes, but rather a lineage-specific and recent expansion in bumblebees. Unfortunately, there is little information on what ligands these novel *Bombus-*specific GRs might detect, but it is likely that they are bitter taste receptors [141], perhaps related to the more diverse nest-building habits of bumblebees.

**Figure 3:**
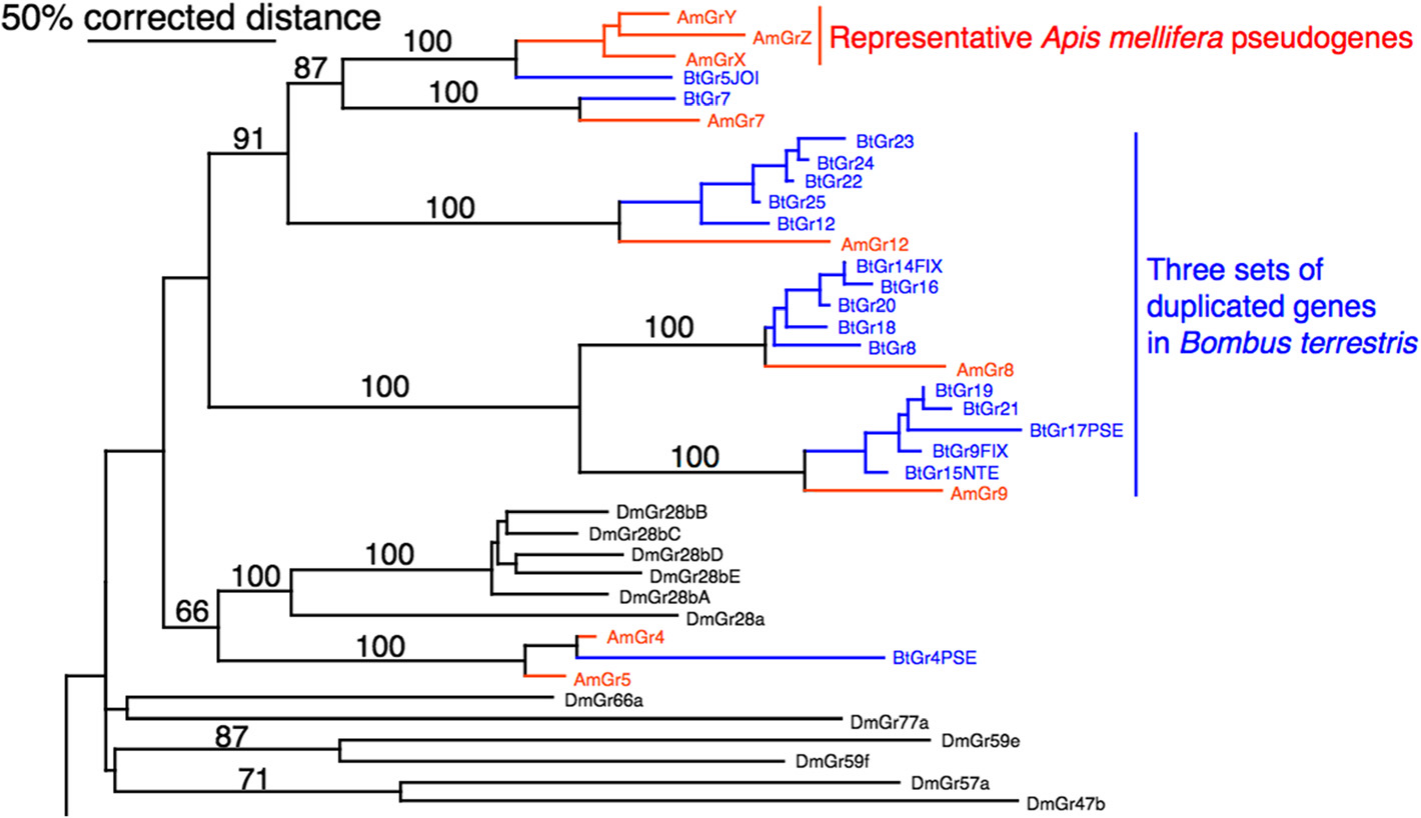
Section of the phylogenetic tree of the *Bombus terrestris*, *Apis mellifera*, and *Drosophila melanogaster* gustatory receptors (GRs) showing the impressive *B. terrestris-*specific expansion. This is a corrected distance tree. *B. terrestris* and *A. mellifera* proteins are highlighted in orange and blue, respectively, as are the branches leading to them to emphasize gene lineages. Bootstrap support level in percentage of 10,000 replications of uncorrected distance analysis is shown above major branches. The full phylogenetic tree of GRs can be found in Additional file 1.

#### Ionotropic receptors (IRs)

The IR family also contributes to insect olfaction and gustation. *Apis mellifera*, *Nasonia*, and various ants do not differ much in their repertoire sizes [11,12,131], and the IR family in *B. terrestris* is comparable, with 22 genes (Additional file 1). The IR family contains several conserved orthologous genes shared across insects. The co-receptor IR8a and 25a genes are unusually highly conserved and cluster confidently with the ionotropic glutamate receptors from which they clearly evolved [131]. They were therefore used as an outgroup to root a phylogenetic tree of IRs (Additional file 1). Somewhat surprisingly, IR25a has a duplicate gene copy in *B. terrestris* (BtIR25a.2) that is rapidly evolving, and encodes only the second half of the protein. While this could be a pseudogenic copy, it has the hallmarks of a functional gene, and is the only known instance of a duplication of IR25a to date. The other orthologous lineages are rather more rapidly evolving, including IR93a, 76b, and 68a. *A. mellifera* and *B. terrestris* have several highly divergent IRs, only one of which (IR218) was noted in Croset *et al.* [131]. The new genes are IR328-339, which mostly have simple orthologs in both species, except that AmIR338 is a pseudogene in *B. terrestris*, while *B. terrestris* has a paralog of IR332, numbered IR333, which has been lost from *A. mellifera.*

#### Odorant binding proteins (OBPs)

Finally, OBPs are involved in the initial transport of odorants from the air to the sensory neuron dendrites in olfactory sensilla. The classic OBPs were the only sub-family identified in *A. mellifera*, and this is also the case for *B. terrestris*. While *A. mellifera* have 21 OBPs [142], there are 16 members in *B. terrestris* (Additional file 1), with eight of the 16 being simple orthologs with eight of *A. mellifera* OBPs. There is some species-specific gene duplication and loss (Additional file 1). Most impressive, however is the evolution of AmOBP13 and its relatives AmOBP14-21. As noted in [142], the latter are a large tandemly duplicated set derived from AmOBP13. In *B. terrestris* there are just three genes duplicated from an ortholog to AmOBP13. However, the functions of these proteins in honeybee and bumblebee biology are largely unknown.

Thus, the chemosensory repertoire of bumblebees appears to emphasize gustation over olfaction relative to honeybees. In addition, within each chemoreceptor family there has been an expected pattern of gene birth and death, even when gene numbers are comparable between *A. mellifera* and *B. terrestris*. However, the ligand specificity of just one *A. mellifera* OR is known [136], so extensive work will be required to identify precisely how their chemosensory abilities have changed to suit their different social and ecological situations.

### Defense and venom constituents in the bumblebees

Defense and venom constituents in the bumblebees were characterized by incorporating information from a venom proteome of *B. terrestris* workers and the bumblebee genomes. The proteomic analysis revealed 519 unique peptides and provided evidence for 57 venom proteins in *B. terrestris*. Of these, 52 were previously not described for *B. terrestris* venom. Manual annotation of genes supported by the venom peptides (Additional file 2) showed that most venom genes are fully (72%) or partially (23%) covered by transcriptomic evidence. Venom proteome evidence was not found for several well-characterized honeybee venom compounds, although based on searches for syntenic regions and homology, five of these missing components were recovered from the *B. terrestris* genome (Additional file 2). However, *apamin* and *tertiapin*, two neurotoxic honeybee venom compounds, were not found in the bumblebee genomes, including when searching initial sequence reads. Highly similar protein sequences to those identified in *B. terrestris* were identified in *B. impatiens* (Additional file 2). Additional details can be found in [143].

### Immune components and responses in the bumblebees

Given the perceived high risk of disease in densely packed social groups, it was surprising when *A. mellifera* was found to have only one-third as many immune-related genes as solitary Dipteran model insects [144]. Dietetic differences, artifacts of honeybee breeding, and advanced eusociality allowing for complex group-based defenses or hygienic behavior, were all possible reasons advanced for the presence of this depauperate immune complement. Comparatively examining immune genes in bumblebees addresses some of these hypotheses. Furthermore, given the potential role of parasites in concerning declines of some bumblebee species [40,48], understanding the architecture of the bumblebee immune system has a clear importance.

Both bumblebee genomes contain components of all major immune pathways described in insects and exhibit a similar immune repertoire to *A. mellifera* (Additional file 2). The total number of immune genes in bumblebees is similar to *A. mellifera*, and therefore also considerably lower than in Dipteran model species (Figure 4). While numeric representation of immune components is similar, the bumblebee immune repertoire is not however completely undifferentiated from that of the honeybee. Both *Bombus* species have only a single copy of the antimicrobial peptide (AMP) *defensin*, which is present in two copies in *A. mellifera*, and have an expanded set of serine protease inhibitors. In *B. terrestris*, there are five, highly similar (average 75% sequence similarity), putative serpin 3/4-like genes, while only a single ortholog is identified in *A. mellifera*. A homolog of the apoptosis-involved caspase *decay*, which has not been described in either *A. mellifera* or the parasitoid wasp *N. vitripennis*, and a Hymenoptera-specific clade of caspases that are most similar to *Ice* in *Drosophila* are also present. A recently duplicated species-specific peptidoglycan receptor protein (PGRP) is present in *B. impatiens.* Further in-depth analyses are reported in a companion paper on immune genes [145]. Quantitative expression analyses in *B. terrestris* confirm expression changes of many immune-related genes following immune-stimulation. Interacting with parasites, including those that are co-evolving, make immune genes an interesting focus of molecular evolution studies. In the bumblebees, patterns of evolutionary selection differ across immune system components, with certain genes showing lineage-specific patterns of selection. Broadly however, the comparative analysis of immune genes present in the two bumblebee genomes show a reduced immune complement is not the result of honeybee-specific traits or those relating to complex social defenses in advanced eusocial organisms, such as hygienic behavior, but is instead basal in the bees and independent of the level of sociality [145].

**Figure 4:**
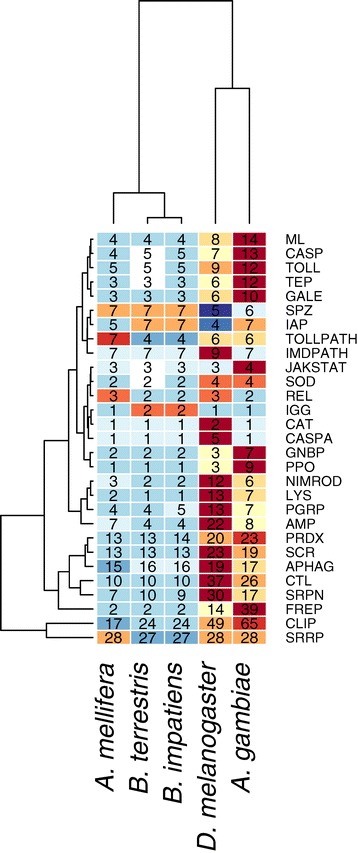
Immune gene counts in bumblebees relative to selected insects. Number of genes belonging to 29 categories of immune genes are presented in the cells. Heat colours in a cell reflect the number of genes in that category relative to those other species (light blue: fewer - dark red: more). The tree represents a clustering analysis using Euclidean distances based on the number of genes within these groups. AMP = Antimicrobial peptide, APHAG = Autophagy, CASP = Caspase, CASPA = Caspase A, CAT = Catalase, CLIP = CLIP serine protease, CTL = C-type lectin, FREP = Fibrinogen-like, GALE = Galectin, GNBP = Gram-negative binding protein/Beta-glucan recognition protein, IAP = IAP repeat, IGG = Immunoglobulin, IMDPATH = Imd pathway, JAKSTAT = JAK/STAT pathway, LYS = Lysozyme, ML = MD-2-related lipid recognition, NIMROD = nimrod, PGRP = Peptidoglycan recognition protein, PPO = Prophenoloxidase, PRDX = Peroxidase, REL = Relish, SCR = Scavenger receptor, SOD = Superoxide dismutase, SPZ = Spatzle, SRPN = Serine protease inhibitor, SRRP = Small RNA regulatory pathway, TEP = Thioester-containing protein, TOLL = Toll genes, TOLLPATH = Toll pathway.

#### Bumblebee queen hemolymph proteome

To further improve our understanding of the immune potential of *B. terrestris* queens and to cross-check the draft genome with further proteomic data, a proteomic analysis of the hemolymph, an important transporter of metabolic and immune components, and site of immune activity, was conducted. In total 821 peptides were identified (Additional file 2) representing 98 proteins, 46 of which had associated immune function. Gene ontology mapping also indicated that the hemolymph proteome comprised proteins associated with primary and secondary metabolism, protein transport, olfaction, chemosensory processes, and venom. The presence of venom and chemosensory proteins in the hemolymph may represent novel functions and processes for these proteins.

A relatively large proportion of the hemolymph proteome (17 of 98 proteins) comprises proteins of unknown function. These genes were provisionally annotated as hemolymph associated proteins (HAP 1-14) with three proteins grouped into a novel protein family (HAP family A1-3). Homology searches indicated that many of the HAPs show restricted taxonomic distribution including genes specific to *Bombus* (n = 2), Apidae (n = 2), Apoidea (n = 1), Hymenoptera (n = 7), and Hexapoda (n = 5) (Additional file 1). A comparison of proteomic data for *A. mellifera* queen hemolymph [146] identified ubiquitous proteins involved in defense-related processes, such as immunity and antioxidant activity. However, a significant proportion (over 45%) of the proteomes vary in composition, with the majority of this variation being attributed to the *B. terrestris* HAPs indicating a potential role in the behavioral, physiological, and social differences observed between these two species. The mass spectrometry data generated here was utilized in a proteogenomic capacity to identify missed protein coding genes (12 genes in total) and correct inaccurate gene models.

### Regulation of gene expression in the bumblebee genomes

Gene regulation is likely to be especially important in eusocial organisms, where it will shape behavioral and developmental differences between castes.

#### RNAi

RNAi leads to sequence-specific gene silencing, which plays a role in immunity against viruses and mobile genetic elements, gene regulation, and cellular development [147]. The functionality of the RNAi machinery has been demonstrated in bumblebees [148], but the genes involved had, as yet, not been identified. In both bumblebee species homologs for genes encoding the core RNAi machinery proteins were found (that is, *dicer*, *drosha*, *argonaute*, *aubergine*, *pasha*, *R2D2*, *loquacious*) (Additional file 1). In addition, genes involved in the uptake and spread of the silencing signal were found to be consistent with the findings from *A. mellifera*, with *Snipper* and *sid-1* homologs being present, but a *sid-2* homolog being absent. Phylogenetic analysis of the bumblebee SID homologs shows they cluster with SID proteins from other Hymenoptera (Additional file 1).

#### MicroRNAs

MicroRNAs (miRNAs) are a class of small non-coding RNAs that regulate gene expression at the post-transcriptional level, and several studies have shown that miRNAs are implicated in the regulation of social behavior in social insects in general [9,14]. In honeybees, miRNAs have been associated with development [149], queen-worker caste differentiation [150], and task specialization and polyethism in worker bees [151,152]. Most recently, miRNAs have been shown to play a role in response to some of the physiological changes associated with vitellogenin in worker bees [153].

Here, a diverse complement of methods was used to identify miRNAs in the bumblebee genomes, including sequencing of miRNAs in *B. terrestris*, a homology search of *A. mellifera* miRNAs from miRBase [154], and miRNA prediction using miRCat [155] and miR-abela [156]. These methods identified 130 and 115 miRNAs in *B. terrestris* and *B. impatiens*, respectively (Additional file 2), including a number of previously uncharacterized miRNAs in *B. terrestris*. Of these bumblebee miRNAs, 17 miRNAs had not previously been identified in *A. mellifera*. 

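The B. terrestris miRNAs were sequenced from whole bodies of female larvae destined to become workers. Larvae from 4 colonies were taken at an early stage (instars 1 and 2) and a late stage (instar 4), larvae of the same colony and stage were pooled, and 4 small RNA libraries were made from each stage. The libraries were prepared with a 3′ adaptor that carries degenerate bases next to the insert, a change to the standard protocol that reduces ligation bias. The authors combined the 8 libraries, mapped them to the B. terrestris genome (assembly Bter_1.0) and predicted precursors with miRCat, a program that looks for hairpins around stacks of mapped small RNAs. They deposited, for each listed mature sequence, the raw count of reads in each library, without normalization. The counting program, the mismatches it allowed and whether end variants of a mature sequence were added to its count are not stated in the paper's text, and these choices could change every count. The colony behind each replicate number was not used here, because the sample descriptions do not give it.
Reads on the listed miRNAs numbered 502277, 502540, 204223 and 274222 in early replicates 1 to 4 and 257161, 141724, 127691 and 45649 in late replicates 1 to 4. The early libraries thus held 72.2% of the 2055487 reads, so a list built from the combined libraries rests mainly on early larvae. These are sums over the list and not the full depth of the libraries, which was not used here. A count of 0 allowed up to 5.97 CPM (3 counts, as a rate of the listed reads) in early replicate 2 and up to 65.7 in late replicate 4, the library with the fewest reads. Counting intervals and such limits cover counting error only. Each library was made from a separate pool of larvae and was counted as a separate sample. Replicates of one stage were compared pair by pair. Every pair differed by more than the sampling noise, with a chi-square statistic per degree of freedom of 21.1 to 317. Spearman's rho across miRNAs, which are not independent replicates, was 0.958 to 0.982 between early libraries and 0.881 to 0.964 between late libraries.

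**Figure D1:**
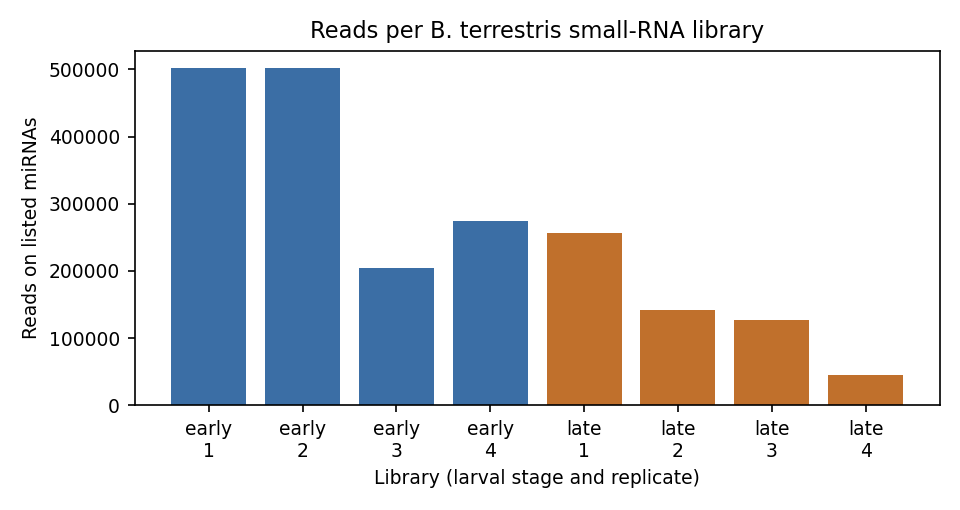
Reads on listed miRNAs (vertical axis) in each of the 8 libraries (horizontal axis, early in blue and late in orange). Late replicate 4, with 45649 reads, is the smallest library and early replicate 2, with 502540, the largest.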

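The sequenced part of the B. terrestris set comprised 65 entries on 36 scaffolds, with 64 distinct mature sequences. Of these entries, 47 had been predicted with miRCat and 18 had been kept because they were conserved between Bombus and other species. Entries whose precursors overlapped on the same strand were the arms of one hairpin, and with these joined the list held 62 miRNAs. Of the 62, 49 had more than 100 reads over the 8 libraries. The alternative that moved this number most was a threshold of 1000 reads, which 30 miRNAs passed.
The reads were concentrated on few miRNAs. The 10 most abundant took 93.7% of the reads, and 94.2% ± 0.709 (SD, n = 8 libraries) when computed within each library. bte-mir-1, on scaffold GroupUn4 from 169818 to 169896, alone had 839171 reads. Its share was 41.1% ± 1.42 (SD, n = 4) of the listed reads in early libraries and 38.0% ± 5.92 (SD, n = 4) in late libraries. After normalization by edgeR's TMM method the log2 fold change of bte-mir-1 between late and early larvae was 0.12 (standard error 0.20). Its adjusted p was 0.650 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The sign turned, to −0.28 without early replicate 2 and to −0.47 without late replicate 1. In these fits the median log2 fold change of all tested miRNAs also moved, from 0.18 to −0.26 and −0.51. The turn of bte-mir-1 cannot be told from that shared shift. The next 4 by total were bte-mir-184 with 350755 reads, bte-mir-9a with 183615 reads, bte-mir-276 with 154438 reads and bte-mir-8 with 121055 reads. At the other end, bte-mir-2788 had 4 reads, and bte-mir-3759 and bte-mir-6039 had 41 reads each. One entry, bte-mir-275, had 355 reads in late replicate 4 and blank cells in the other 7 libraries, and was left out of library totals and tests.

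**Figure D2:**
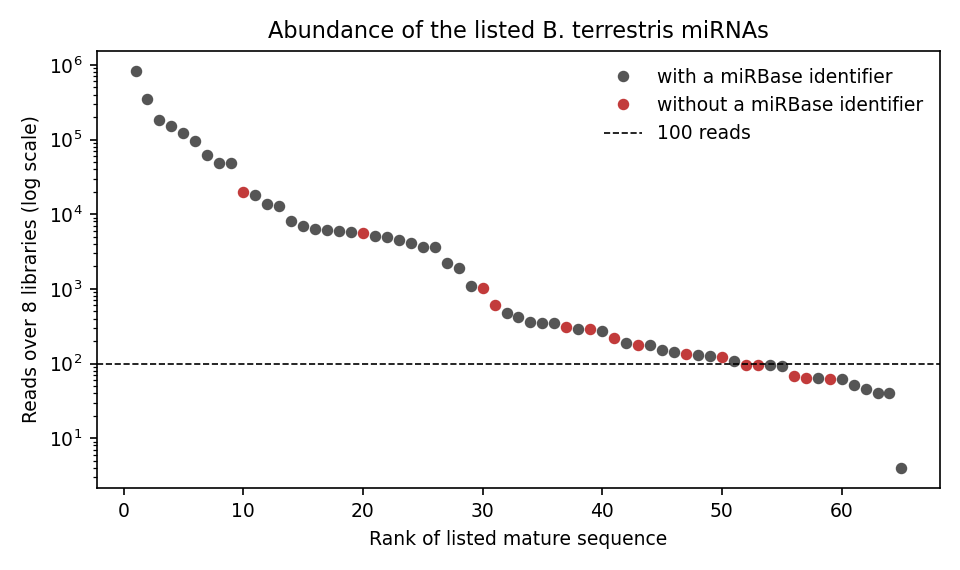
Reads over the 8 libraries (vertical log axis) of the 65 listed mature sequences, ranked from most to least abundant (horizontal axis). Grey points have a miRBase identifier, red points have none, and the dashed line marks 100 reads, which 51 of the entries exceed.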

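Of the listed entries, 15 carried no miRBase identifier, and all 15 had been predicted with miRCat. The A. mellifera sequences and those of other known miRNAs were not used here, so a missing identifier does not show that a miRNA was unknown before. These entries are those the authors' table leaves without an identifier, and they are named as the table names them. They hold 14 distinct mature sequences, because MC218 on Group16.3 (1898069 to 1898139, plus strand) and MC64 on Group10.1 (8011624 to 8011694, plus strand) share the mature sequence TAAGTGATTGCGGGTTTTGCCA and carry the same counts, 97 reads in all, which cannot be assigned to either locus. A further 3 entries are the other arm of a hairpin that also carries a named miRNA, which leaves 12 hairpins with no identifier on either arm. The mature sequence of MC65 also occurs within the precursor of MC1030, so reads of these entries are uncertain too.
MC1917, on Group7.1 from 745314 to 745388, was the most abundant of the entries without an identifier, with 19999 reads of the sequence TCAGTCTTTTTCTCTCTCCTAT. Its normalized count was 8055 ± 906 CPM (SD, n = 4) in early larvae and 15254 ± 7558 (SD, n = 4) in late larvae. This difference had an adjusted p of 0.0271 from edgeR's quasi-likelihood test. It passed 0.05 in only 6 of 15 alternative fits, where its adjusted p ranged from 0.0182 to 0.359. Without early replicate 2 the log2 fold change was 0.42 in place of 0.92. Relative to the median of all tested miRNAs in each fit it was 0.67 in place of 0.74. Most of this drop was thus shared by the list. MC1607, on Group12.2 from 2992588 to 2992656, had 1031 reads. MC476 had 65 reads and MC65 had 63 reads. In total, 10 of the 15 entries had more than 100 reads.
The 12 hairpins without an identifier had a median of 166 reads, against 3624 reads for the 49 other miRNAs with counts in every library (difference in median log10 count −1.34, two-sided permutation test across miRNAs, which are not replicates, p = 0.0121). The 97 reads shared by MC218 and MC64 enter this test under both names, as values that are not independent. Counted once, an alternative added after the data had been seen, they left 11 hairpins with a median of 223 reads and a difference of −1.21 (permutation test, p = 0.0371). With one value per distinct mature sequence, which also counts them once and adds the other arms of named hairpins, the difference was −1.05 and no longer passed 0.05 (permutation test, p = 0.133).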

Comparing new miRNAs back to the *A. mellifera* genome revealed that two miRNAs are conserved across the two bumblebee species and *A. mellifera*, but 14 miRNAs were unique to one of the two bumblebee species, with five being unique to *B. terrestris* and one potentially representing a unique duplicated miRNA in *B. impatiens* (Figure 5).

**Figure 5:**
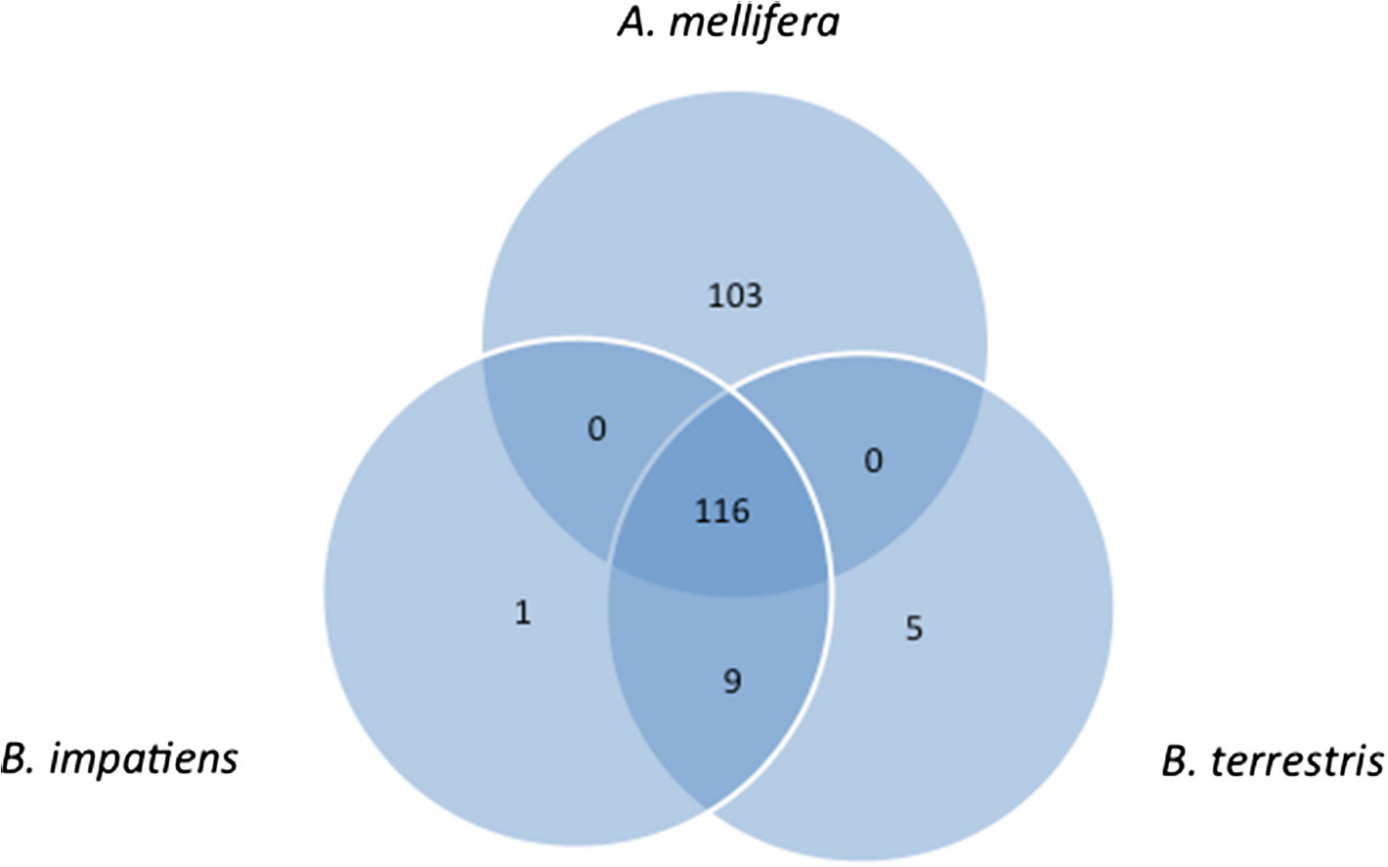
Venn diagram of the distribution of unique and shared miRNAs across the two bumblebee species investigated and *Apis mellifera*. A total of 116 miRNAs were found in the genomes of all three species. Strikingly, 103 miRNAs of the 219 in *A. mellifera* were not found in the genome of either bumblebee species.

Those miRNAs with homologs in *A. mellifera* and the two bumblebees are highly conserved, being identical or near identical. This fits with expectations from models of miRNA evolution [157]. However, mir-263a and mir-3736 showed substitutions in bases 2 to 8 of the mature miRNA. This is the ‘seed region’, that is, where miRNAs bind to the target transcript, so substitutions here are most likely to change the function of the mature miRNA. Historically, the most expressed sequence has been classified as the mature miRNA and this is the sequence that is assumed to have a regulator function, while the other sequence (historically termed the *sequence) is lost or degraded. It is becoming increasingly clear that sometimes these sequence arms switch between species, so the *sequence in one species might not be the same in another [158]. In addition, it is clear that, for some miRNAs, both arms of the duplex have biological activity, and the most highly expressed will vary in different tissues. Ten miRNAs were found to have switched arms, with the most abundantly expressed arm in *B. terrestris* being the opposite of that in *A. mellifera*. This implies that while the sequences of the miRNAs themselves were conserved, functional changes could have happened due to such switches.

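Which arm of a hairpin carries more reads could be read from these libraries where the table lists a mature sequence on each arm. This was the case for 3 hairpins. The table does not name arms, so an arm was taken from the position of the mature sequence within its precursor. The A. mellifera arms were not analysed here.
On Group1.1 (646794 to 646896, plus strand), MC2238 on the 5p arm had 5663 reads and bte-mir-281 on the 3p arm had 93 reads. The 5p arm thus held 98.4% of the reads (95% Clopper-Pearson interval 98.0 to 98.7), and at least 96.4% in each of the 8 libraries. On Group16.3 (579332 to 579410, minus strand), bte-mir-125 on the 5p arm had 177 reads and MC1211 on the 3p arm had 179 reads, a 5p share of 49.7% (interval 44.4 to 55.0). This even split rested on late replicate 1, in which the 5p arm held 10.6% of 151 reads (interval 6.18 to 16.6). In each of the other 7 libraries the 5p arm held between 59.5% and 94.6%, and without late replicate 1 its share was 78.5%. On Group14.7 (1851521 to 1851595, minus strand), MC848 on the 5p arm had 133 reads and bte-mir-3786 on the 3p arm had 107 reads. This 5p share, 55.4%, had an interval of 48.9 to 61.8 and so could not be told from an even split at this depth.
The 5p share of the bte-mir-125 hairpin was 80.6% ± 14.0 (SD, n = 4) in early larvae and 53.2% ± 29.6 (SD, n = 4) in late larvae (two-sided exact permutation test, p = 0.0857). That of the bte-mir-3786 hairpin was 59.9% ± 9.88 (SD, n = 4) in early larvae and 37.6% ± 13.4 (SD, n = 3) in late larvae (two-sided exact permutation test, p = 0.0857), with late replicate 4 left out because it had 0 reads on either arm. Neither difference passed 0.05 (exact permutation test, p = 0.129 for both after Benjamini-Hochberg adjustment over the 3 hairpins). The smallest p that these numbers of libraries allow is 0.0286 before adjustment, so a difference in a single hairpin could not pass after it. For the bte-mir-281 hairpin the 5p share was 98.6% ± 0.387 (SD, n = 4) in early larvae and 98.1% ± 1.67 (SD, n = 4) in late larvae (two-sided exact permutation test, p = 0.571).

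**Figure D3:**
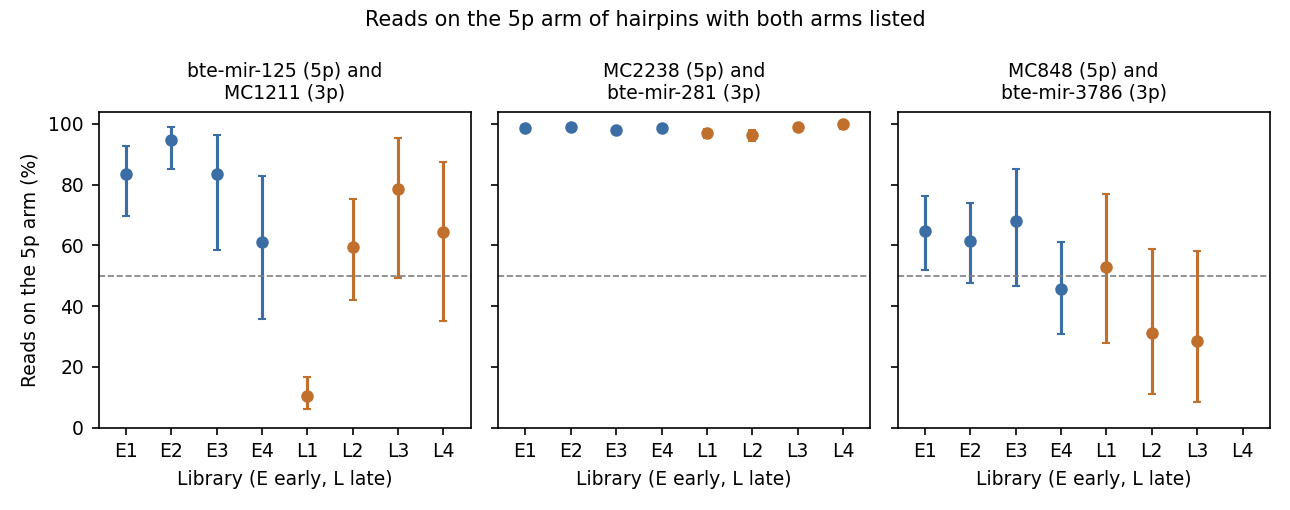
Share of reads on the 5p arm (percent, vertical axis) in each library (horizontal axis, E early and L late) for the 3 hairpins with both arms listed. Points are single libraries, bars are 95% Clopper-Pearson intervals, and the dashed line marks 50%. Late replicate 1 lies at 10.6% for the bte-mir-125 hairpin.

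From the more abundant arm in B. terrestris set beside that in A. mellifera, the paper proposes that switches of arm could have changed the function of miRNAs whose sequences were conserved.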

In spite of the conservation of several miRNAs between *A. mellifera* and the bumblebees, there is a large disparity with 103 of the 217 *A. mellifera* miRNAs apparently being exclusively found in the *A. mellifera* genome (Figure 5). *A. mellifera* has 217 miRNAs identified in miRBase, but for at least 97 of these there is very little or no evidence that they are present in the genomes of the two bumblebee species, and neither is there evidence (according to miRBase) that they are present in other species with sequenced miRNAs. Furthermore, six *A. mellifera* miRNAs are duplicated in the *A. mellifera* genome, but have only one copy in the bumblebee genomes, meaning there are currently 103 miRNA genes that appear exclusively in the *A. mellifera* genome. These differences in miRNA numbers between honeybees and bumblebees are surprising given that new RNAs are thought to evolve and be maintained at a low rate [157]. For example, one study of miRNA evolution in *Drosophila* found that species diverged by up to 60 My were far more similar in their miRNA expression profiles [159]. However, insects appear to have a particularly high rate of miRNA generation and disappearance [159] and an especially high rate in *A. mellifera* (but not *Bombus*) could explain the disparity in numbers with bumblebees. An alternative is that there are a high number of false positives in the *Apis* miRNA set, an issue that was guarded against in the identification of unique bumblebee miRNAs by taking into account several parameters in the prediction process [155]. However, this would not account for the miRNA duplications in *A. mellifera*.

The results of the miRNA analysis show that despite conservation of a core set of miRNAs between bumblebees and honeybees, there are important differences that likely affect miRNA functionality. Given the role that miRNAs have been shown to have in traits relating to social behavior, these differences are striking and may underlie key biological differences between advanced eusocial honeybees and primitively eusocial bumblebees.

#### DNA methylation

DNA methylation plays an important role across taxa in epigenetic modification that alters expression patterns, and in this way it can impact on development, behavior, learning, memory formation, and phenotypic plasticity [160]. In honeybees, DNA methylation has an important role underlying eusocial characteristics, influencing developmental divergence of queens and workers, and changes in worker behavior [161-163]. Thus, DNA methylation is an important process to investigate and understand in bumblebees. While not as distinct as in honeybees, caste differences in bumblebees are also marked, and in *B. terrestris* methylation is associated with plastic reproductive division of labor [164]. DNA methylation in the two bumblebee genomes has many defining features that are similar to those of *A. mellifera* (Additional file 1). This indicates that DNA methylation may play an equally important role in directing caste differentiation and behavioral divergence in bumblebees as it does in their advanced eusocial relatives. Both bumblebee genomes have a complement of DNA methyltransferases (DNMTs) similar to *A. mellifera*, including two copies of the maintenance methyltransferase (*DNMT1*) and one *de novo* DNA methyltransferase (*DNMT3*) (Additional file 1). Enzymes functioning in DNA methylation targeting (*PIWI*) and removal (*TET*) are also present. A computational prediction of the methylation landscape of the bumblebee genomes based on CpG depletion demonstrated that it is very similar to that of *A. mellifera*, and half of all genes can be methylated, with DNA methylation primarily targeted to exons (Additional file 1). Based on gene ontology terms, genes with metabolism and ubiquitous housekeeping functions were significantly enriched for genes with predicted methylation (Additional file 1). The similarity in methylation between *A. mellifera* and the bumblebees was further confirmed by DNA methylation quantification, with 0.5 to 0.6% of all CpGs being methylated (Additional file 1).

### Selenoproteins and selenoprotein-related genes in the bumblebee genomes

Selenoproteins are a class of proteins that include selenocysteine (Sec), an unusual amino acid inserted through the recoding of a UGA codon (normally a translation stop). The number of selenoproteins encoded in genomes varies among eukaryotic lineages [165]. While other animals show extensive conservation of selenoproteins, some insect lineages have been reported to be devoid [166]. Interestingly, this is attributed to multiple independent events of loss in the different lineages. The bumblebee genomes, like all other Hymenoptera investigated thus far, lack selenoproteins. They have also lost part of the machinery necessary to build and insert selenocysteine. The bumblebee genomes possess no *tRNAsec*, *eEFsec*, and *pstk*, while they retain *SecS*, *secp43*, and *SBP2*. These losses fit with the mosaic pattern of selenoprotein loss through multiple independent events in insects due to relaxed selective constraints, with Lepidopteran, Hymeopteran, Dipteran, and Coleopteran lineages retaining varying complements of selenoprotein machinery [166]. Given their conservation across multiple Hymenopteran species, the retained proteins have probably acquired a function unrelated to selenocysteine. There is conservation in the number of Sec machinery genes found, and in their exonic structure, between the bumblebees and *A. mellifera*. The extinction of selenoproteins in the Hymenoptera opens an interesting field of research for the study of evolution of selenoprotein genes and selenium metabolism in insects.

### Using the bumblebee genomes: an example of genome-wide patterns of diversity based on SNPs in *B. impatiens*

High quality genomes provide important resources for post-genomic research, including population-level assays of single nucleotide polymorphism (SNP) variation that can be challenging when no reference is available. The newly sequenced *Bombus* genomes will provide a major resource for studies of genetic diversity, demographic history, natural selection, and genome-wide associations with disease, for example, that may promote understanding of factors involved in pollinator declines. To illustrate the value of the *Bombus* genome for next-generation SNP analysis, RAD-tag sequencing [167] was carried out on 22 *B. impatiens* worker samples collected throughout the geographic range of this species (Additional file 1), and reads were mapped to the *B. impatiens* genome. After stringent filtering, 9,607 SNPs were identified across the 22 diploid individuals over 1.113 Mb of sequence. Genome-wide diversity was estimated at *θ*_*pi*_ = 0.0014 per site, consistent with previous *de novo* analyses of RAD-tags [168]. The SNP positioning information from the *B. impatiens* genome enables population genetic assessment of linkage disequilibrium (LD) that was not possible for *de novo* RADseq analyses. Overall LD was low and declined rapidly with distance between SNPs: average *r*^2^ within 10 kb was 0.15 and decayed to 0.05 over larger distances. Such weak LD is consistent with *A. mellifera* subspecies that experience recombination rates of 19 cM/Mb [169] and a similarly high rate is also present in bumblebees [56]. Weak LD is expected for the large population sizes typical for *B. impatiens* [40]. The two bumble bee genomes will thus provide an excellent reference that enables resequencing studies in *B. impatiens* and *B. terrestris*, and furthermore, because of the substantial synteny revealed here, will also become powerful resources for positioning and annotating data in other closely related *Bombus* species.

## Conclusions

In addition to providing an excellent basis for future post-genomic studies, the two bumblebee genomes presented here illuminate key aspects of the biology of these important pollinator insects, and, based on comparisons with honeybees, offer an insight into potential foundations of advanced eusociality. Given the plethora of differences between the two bumblebees investigated here and *A. mellifera* (Table 1), it is surprising that in general the gene repertoires of the species are highly similar. Some of these similarities are informative in themselves, and demonstrate that certain genome characteristics found in *A. mellifera* are not unique. For example, depauperate complements of xenobiotic detoxification and immune genes in comparison with many other insects are not honeybee-specific. With regard to protein-coding genes, striking differences relate to chemosensation, with bumblebees emphasizing gustation relative to olfaction, which is likely tied to specific ecology of these species.

While mechanisms of gene regulation are known to have an important role in insect societies, the surprising divergence in miRNA complement and potential functionality represents a major difference between the primitively eusocial bumblebees and advanced eusocial honeybees. It may well be that these elements are what tune complex behavior and organization in the advanced eusocial bees. However, selection on gene regulation, potentially driven or limited by environmental constraints (for example, temperate and tropical, annual and perennial) could underlie other key biological differences aside from the level of eusociality.

In general, the gene repertoires reported here for two key bumblebee species suggest that the evolution of advanced eusociality in bees did not occur through large leaps involving notable gene expansions and/or depauperation between lineages. Rather, the route to advanced social living was mediated by many small changes in many genes and processes.

## Methods

### Genome sequencing and assembly

#### Bombus terrestris

DNA from a single haploid drone was used for XLR fragment data. Pools of haploid drones were used for the 8 kb and 20 kb libraries. Drones were provided by the ETH group of Paul Schmid-Hempel, Switzerland. These drones were the offspring of field-caught queens collected in the spring of 2008 in Northern Switzerland. DNA extraction was carried out using Genomic tips and the blood and cell culture DNA kit (Qiagen). A whole genome shotgun sequence was generated using the Roche 454 platform, with fragment (NCBI SRA: SRX016989) and mate-pair (NCBI SRA: SRX016990, SRX016992, SRX016991) DNA libraries. Library preparation and sequencing protocols were carried out as previous described [14]. The *B. terrestris* assembly was produced by assembling the approximately 14.3 million Roche 454 reads representing approximately 21× coverage of the genome. Sequences were combined with the Newbler-assembler (2.3-PreRelease-10/19/2009) and then reads from each Newbler generated scaffold were grouped, along with any missing mate-pairs, and reassembled using Phrap in an attempt to close the gaps within each Newbler scaffold.

#### B. impatiens

DNA extracted using a standard chloroform/phenol procedure was used from a single drone taken from a colony obtained from Koppert USA. Sequence was generated on an Illumina GAIIx sequencer at the University of Illinois. Libraries of 500 bp, 3 kb, and 8 kb were prepared using standard Illumina protocols and sequenced, producing a total of 497 million reads and representing approximately 108× raw coverage of the genome (NCBI SRA: SRX679085, SRX679084, SRX679082). Read lengths were in the range of 100 to 124 bp. Duplicates were removed and all reads were error-corrected with the Quake program [170]. After error correction and duplicate removal, 276 million reads remained which were assembled using both CABOG and SOAPdenovo. The final assembly used SOAPdenovo release 1.9 with a k-mer size of 47. The final assembly contained 5,559 scaffolds ≧200 bp, of which 1,505 were >1,000 bp. The 5,559 scaffolds contained 16,215 contigs, while the 1,505 scaffolds contained 12,033 contigs.

### Synteny

Both the Bter_1.0 and the BIMP_2.0 assemblies were scanned for microsatellite loci and compared based on sequence similarity to identify loci shared (that is, ‘homologous’) between both species. The procedure is described in detail in [171]. The relative positions and order of homologous loci were compared. Using the Bter_1.0 assembly as a reference, homologous scaffolds were identified, ordered, and oriented. If two scaffolds had consecutive homologous loci at their ends, they were considered linked. Single loci, missing in the consecutive order or those homologous to a distinct scaffold than the surrounding loci in the scaffold were ignored, whether at the ends or within scaffolds. As an exception to this, loci homologous to unplaced scaffolds were included, but only where several consecutive loci justified the position of the unplaced scaffold within gaps or at scaffold ends. This way, based on marker order and distances, previously unmapped small scaffolds and contigs could be putatively placed and were considered in the analysis of the synteny lengths if they contributed to an extension or linkage between scaffolds.

### Repetitive elements

Repetitive elements were detected and annotated with the REPET software package ([172], version 2.0). First, repeated sequences were detected by similarity (all-by-all blast using BLASTER) and LTR retrotransposons were detected by structural search (LTRharvest). The similarity matches were clustered with GROUPER, RECON, and PILER, the structural matches with single-linkage NCBI BLASTCLUST. From each cluster a consensus sequence is generated by multiple alignment with Map. The consensus sequences were analyzed for terminal repeats (TRsearch), tandem repeats (TRF), open reading frames (dbORF.py, REPET), and poly-A tails (polyAtail, REPET). Furthermore, the consensuses were screened for matches to nucleotide and amino acid sequences from known transposable elements (RepBase 17.01, [57]) using BLASTER (TBLASTX, BLASTX) as well as searched for HMM profiles (Pfam database 26.0, [173]) using hmmer3. Based on the detected structural features and homologies, the consensuses are classified by PASTEC according to [174]. Redundancies are removed (BLASTER, MATCHER) as well as elements classified as SSRs (>0.75 SSR coverage) or unclassified elements built from less than 10 fragments. This set of *de novo* detected repetitive elements was used to mine the genome in the second pipeline with BLASTER (NCBI BLAST, sensitivity 4, followed by MATCHER), RepeatMasker (NCBI BLAST/CrossMatch, sensitivity q, cutoff at 200) and CENSOR (NCBI BLAST). False positive matches were removed by an empirical statistical filter. Satellites were detected with TRF, MREPS, and RepeatMasker and were then merged. Furthermore the genomic sequences were screened for matching nucleotide and amino acid sequences from known transposable elements (RepBase 17.01) via BLASTER (TBLASTX, BLASTX) followed by MATCHER. Finally a removal of TE doubletons, removal of SSR annotations included into TE annotations and ‘long join procedure’ to connect distant fragments was performed. Sequences from the *de novo* repetitive element library found to have at least one perfect match in the genome were then used to rerun the whole analysis. To ensure compatibility and to avoid bias, a manual curation or clustering of the *de novo* detected elements was not performed before mining the genome. However, *post hoc* all elements were manually analyzed that were previously classified into class I retrotransposon or class II DNA transposon elements or unclassified elements with detected coding element features (similarity to known transposable elements) due to potential chimeric insertion. At this stage derivative elements (LARD, TRIM, MITE) were excluded from detailed further inspection unless carrying such a feature. Elements classified as ‘potential Hostgene’ or unclassified elements (noCat) were also excluded. Manual inspection was carried out with ORF Finder (NCBI), CDD search (NCBI, [175]), with a search in the most up to date online RepBase database (accessed December 2012 to February 2013) via CENSOR [176] and phylogenetic analysis for LINE RT domains with RTclass1 [177] in order to achieve a detailed classification for each element, determine its potential relation to a family of known elements, to evaluate the completeness, and to detect potential active elements. Elements were defined as complete if they possessed the relevant coding parts with the element-typical domains and the structural features (LTR, TIR). The potential activity was defined according to the region an intact ORF, if present, covered. If an intact ORF seemed to cover a complete region including the typical domains (for example, GAG, POL, Tase) then the element is considered to potentially active. If a Tase domain is covered by a truncated ORF or the Tase itself appears to be truncated but is covered by an intact ORF, or if the RT domain is covered by an active ORF but not the remaining element-typical domains, then the element is considered to be potentially active. During the manual classification to at least superfamily level, novel transposable element types not covered by the system of [174] were also considered: Kolobok, Sola, Chapaev, Ginger, Academ, Novosib, and ISL2EU class II DNA transposons [178,179]. Simple sequence repeats and other low complexity regions were extracted from the REPET pipeline database and processed to calculate the total coverage of these types of repetitive DNA, while omitting those overlapping with transposable element annotation.

### Gene predictions

#### NCBI Refseq and Gnomon

Bter_1.0 and BIMP_2.0 assemblies were annotated with NCBI’s eukaryotic genome annotation pipeline (v.3, see [180]). Evidence used for *B. terrestris* included Refseq protein annotation of *A. mellifera*, 214 k TSA assemblies of Illumina RNAseq reads from *B. terrestris* queen heads (NCBI SRA: SRX090531), queen ovaries (NCBI SRA: SRX090532) and male heads (NCBI SRA: SRX090533), Roche 454 *B. terrestris* RNAseq reads (NCBI SRA: SRX040734 and ERP000936), and additional cross-species protein alignments. Evidence used for *B. impatiens* included the above, plus 406 k of Roche 454 RNAseq reads (NCBI SRA: SRX040732).

#### AUGUSTUS

AUGUSTUS can be used as an *ab initio* gene prediction tool, but can also integrate extrinsic evidence from various sources [181]. Training gene structures for *B. terrestris* were generated using transcriptome data and an AUGUSTUS parameter set for *A. mellifera* [16]. RNAseq data mentioned above were mapped to the genome using BLAT [182] and alignments were integrated into gene predictions using AUGUSTUS. RNAseq data were mapped to predicted genes and fully covered transcripts selected as training genes to optimize a species-specific parameter set, with the flanking region being set to 10,000 nucleotides and UTR parameters adopted from *A. mellifera*. Final gene predictions were made using the *B. terrestris* parameter set, the above-mentioned RNAseq evidence, available peptides [143] and repeat information [183]. Greater weight was given to informing sequences from the target species. Genes in *B. impatiens* were predicted using the *B. terrestris* parameter set. Extrinsic evidence was generated as described for *B. terrestris*, without the peptide data, and with *B. impatiens* repeat information [184].

#### Fgenesh++

Predictions were made using FGENESH 3.1.1 [185]. RNAseq data for *B. impatiens* and *B. terrestris* described above were incorporated, along with the GenBank NR database to predict genes similar to known proteins.

#### GeneID

GeneID [186] is an *ab initio* gene prediction program used to find potential protein-coding genes in anonymous genomic sequences. An initial training set, as used in AUGUSTUS, was used to develop a *B. terrestris* specific parameter file based on a method employed to obtain a *D. melanogaster* parameter file [187].

#### SGP2

SGP2 [188] combines *ab initio* gene prediction (GeneID) combined with TBLASTX searches between genomes. Genomes of *Nasonia giraulti*, *N. longicornis*, and *N. vitripennis* were used as reference to develop the *B. terrestris* parameter file. The *B. terrestris*-specific parameter file was produced based on the methodology described to obtain a human sgp2 parameter file [189].

#### N-SCAN

The N-SCAN package [190] was used to leverage conservation between the target genome, *B. impatiens* or *B. terrestris*, and genomes of two informant bee species, *A. mellifera* (Amel_4.5) and the other *Bombus* species (Bter_1.0 or BIMP_2.0, respectively). The target *Bombus* species was masked for simple sequence repeats using RepeatMasker [191]. LASTZ [192] was run using default parameters with the target *Bombus* genome and each informant genome. For *B. terrestris*, iParameterEstimation was used to generate both a Bter_1.0-Amel_4.5 specific parameter set as well as a Bter_1.0-BIMP_2.0 specific parameter set using the training set described for AUGUSTUS, including UTR features. N-SCAN was run using each of the *B. terrestris* specific parameter sets with the respective LASTZ informant genome alignments to produce two N-SCAN gene prediction sets, one based on Amel_4.5 and the other based on BIMP_2.0 as the informant genomes. The Amel_4.5 as the informant set was chosen as the best prediction set based on Eval analysis [193] against the RefSeq and Gnomon annotations for *B. terrestris*. Insufficient *B. impatiens* transcriptome data were available to generate BIMP_2.0-Amel_4.5 and BIMP_2.0-Bter_1.0 specific parameter sets, so the parameter files generated for Amel_4.5-Bter_1.0 (where Amel_4.5 was the target species and Bter_1.0 the informant species), Bter_1.0- BIMP_2.0, and Bter_1.0-Amel_4.5 were used to evaluate Bter_1.0 and Amel_4.5 as informant genomes for BIMP_2.0. N-SCAN was run using the Amel_4.5-Bter_1.0 parameter set with the LASTZ alignments between BIMP_2.0 and Amel_4.5, the Bter_1.0- BIMP_2.0 parameter set with the LASTZ alignments between BIMP_2.0 and Bter_1.0, and the Bter_1.0-Amel_4.5 parameter set with the LASTZ alignments between BIMP_2.0 and Amel_4.5. The set using the Amel_4.5-Bter_1.0 parameter set and Amel_4.5 as the informant genome was chosen as the best prediction set based on Eval analysis against the RefSeq and Gnomon annotations for *B. impatiens*.

#### GLEAN

Gene sets described above were combined with GLEAN, also using assembled transcript sequences described above and protein homologs. Transcript sequences were aligned to the Bter_1.0 and BIMP_2.0 genome assemblies using MAKER2 v2.15, which uses WU-BLAST [194] and Exonerate est2genome [195], with minimum 80% alignment coverage and 95% identity. Protein homolog alignments included SwissProt Metazoa homologs [196], *D. melanogaster* (r5.31) [197], *A. mellifera* (OGSv3.2) [16], *N. vitripennis* (OGSv1.2) [61], and the ants: *Acromyrmex echinatior* (OGSv3.8) [63], *A. cephalotes* (OGSv1.1) [13], *Camponotus floridanus* (OGSv3.3), *H. saltator* (OGSv3.3) [9], *Linepithema humile* (OGSv1.1) [11], *Pogonomyrmex barbatus* (OGSv1.1) [12], and *Solenopsis invicta* (OGSv2.2.3) [15]. Proteins in the SwissProt dataset annotated as transposable elements were removed prior to alignment. Protein sequences were aligned to the Bter_1.0 and BIMP_2.0 genome assemblies using Exonerate protein2genome with a minimum 60% identity and 60% alignment coverage.

#### Manual annotation

The annotation consortium used tools available at BeeBase (hymenopteragenome.org) and elsewhere to manually check certain gene models. Gene models and transcriptomic evidence were viewed and edited in Apollo [198].

### Orthology analysis

Orthology assignments were retrieved from OrthoDB [69]. OrthoDB6 includes a total of 45 arthropods with the following gene sets for the selected species: *Pediculus humanus* PhumU1.2 and *A. gambiae* AgamP3.6 from VectorBase; *N. vitripennis* Nvit_OGSv2.0, *A. mellifera* Amel_OGSv3.2, *A. cephalotes* Acep_OGSv1.2, and *A. echinatior* Aech_OGSv3.8 from Hymenoptera Genome Database; *B. impatiens* Bimp_RefSeq, *B. terrestris* Bter_RefSeq, and *A. florea* Aflor_Augustus from NCBI; *T. castaneum* Tcas_3.0 from BeetleBase; *B. mori* Bmor_GLEAN from SilkDB; and *D. melanogaster* Dmel_r5.45 from FlyBase. The maximum likelihood phylogeny was built using RAxML [199] from the concatenated multiple sequence alignments of 2,294 single-copy orthologs aligned with MUSCLE [200] and trimmed with TrimAl [201]. The superalignment contained 666,462 amino acids with 215,542 distinct alignment patterns.

### Protein domain analysis

Gene sets of all species (Additional file 1) were annotated with Pfam-Scan (based on HMMR3 [202]) against the Pfam A database (version of 4 October 2012) [173]. If there were different splicing variants, only the longest transcript was used.

*Unique domains:* A domain was considered as unique if it appears only in *B. terrestris* and in no other reference species. *Expansion and contraction of domains and arrangements:* All domains were counted just once for each gene within which they appear. Arrangements are considered as the combination of domains present in one protein, where the number and order of domains are not taken into account. *Repeats:* For the detection of repeats, genes were clustered according to their domain arrangement, again without considering the number and order of domains (just for the clustering). For each cluster in *A. mellifera* and *B. terrestris* the original repeat number was extracted. Each arrangement was analyzed for the minimal and maximal repeat count for each domain. If two domains cover one PFAM model consecutively, they are counted as one domain. Only arrangements appearing in both of the analyzed species were considered, and an arrangement needed to occur at least twice in at least one species.

### Development

Orthology of developmental genes was assigned using reciprocal BLASTP or TBLASTN searches using the *T. castaneum*, *A. mellifera*, and *D. melanogaster* protein sequences. Where necessary HMMer [202] was used to identify potential orthologs of fast-evolving genes in the bumblebee genomes.

### Sex determination

Orthologs for sex determination, germline development, and dosage compensation were identified in Refseq proteins and assembly scaffolds of the two bumblebee species by using BLASTP and TBLASTN using sequences from *A. mellifera*, *N. vitripennis*, and *D. melanogaster*. Manual annotation was performed by comparing Refseq bumblebee genes against available insect genomes in Apollo [198].

### Behavior, neurophysiology, and endocrinology

*Circadian clock genes:* Putative circadian clock genes were identified via TBLASTN searches of *A. mellifera* clock gene coding sequences against the bumblebee genome assembly. These putative homologs were then manually annotated in detail by comparison with homologs from other Hymenopteran species as well as expression datasets. Multiple sequence alignments were carried out with ClustalW [203]. *Take-out/Juvenile hormone binding proteins*: Refseq proteins and assembled genome scaffolds of the two bumblebee species were searched with BLAST for homologs of the *D. melanogaster To* gene or to JHBP genes of various insects. The SMART server [204] was used to demarcate JHBP domains and signal peptides of sequences, and SignalP server [205] was used to confirm putative signal peptides. Only domains with an *E*-value <0.1 were considered significant. Multiple sequence alignments were carried out with ClustalW. *Cys-loop ligand-gated ion channel gene superfamilies:* Putative *Bombus* cys-loop ligand-gated ion channel subunits were identified by TBLASTN using protein sequences of every member of the *A. mellifera* cys-loop ligand-gated ion channel superfamily [107] and then were manually annotated. *Bioamines/neuropeptides:* To identify neuropeptides, protein hormones, and their receptors, and biogenic amine receptors, TBLASTN searches were performed, using known insect, or arthropod sequences for these proteins. *TRP channel genes:* TRP channel genes in the bumblebee genomes were identified in the same way as previously for other insects [206].

### Xenobiotic detoxification enzymes and related genes

Cytochrome P450s, GSTs, and CCEs were manually annotated by comparing the genome sequence of each bumblebee with all annotated P450, GST, and CCE protein sequences from *A. mellifera*, *N. vitripennis*, and *D. melanogaster* using TBLASTN in a method similar to that used to annotate these genes in the *N. vitripennis* genome [122]. GSTs and CCEs were additionally compared to *A. florea*, and P450s to *P. barbatus*, *T. castaneum*, and *D. melanogaster*.

### Chemoreceptors

*Odorant receptors (ORs):* The OR family in *B. terrestris* was manually annotated using methods employed before for other insect genomes [132,133]. The BtOrs were numbered independently of their AmOr relatives, because while some are orthologs, much duplication and some gene losses make using the AmOr numbers for the BtOr genes impossible. The numbering does start with the conserved ortholog of AmOr1 as BtOr1, but diverges from there, in part because AmOr2 is now called Orco. Genome assembly problems associated with this gene family are noted in Additional file 1. Pseudogenes were translated as best possible to provide an encoded protein that could be aligned with the intact proteins for phylogenetic analysis, and attention was paid to the number of pseudogenizing mutations in each pseudogene. A 200 amino acid minimum was enforced for including pseudogenes in the analysis (roughly half the length of a typical insect OR). For phylogenetic analysis, the poorly aligned and variable length N-terminal and C-terminal regions were excluded (specifically 10 amino acids before the conserved GhWP motif in the N-terminus and 10 after the conserved SYFT motif in the C-terminus), as was a major internal region of length differences, specifically a long length difference region between the longer DmOr83b orthologs, now known as Orco proteins [135] and most of the other ORs. Other regions of potentially uncertain alignment between these highly divergent proteins were retained, because while potentially misleading for relationships of the subfamilies (which are anyway poorly supported), they provide important information for relationships within subfamilies. Phylogenetic analysis of this set of 342 proteins was carried out in the same fashion as for previous OR analyses [132,133]. *Gustatory receptors (GRs):* GRs were identified using the basic protocol referenced above for ORs. Numbering of the BtGrs is complicated. The names Gr1-4 and 6/7 and 10/11 were employed for the 1:1 orthologs of these genes in *A. mellifera*. However, while *A. mellifera* has paralogs Gr4/5, *B. terrestris* only has a single gene, so the BtGr5 name was employed for the intact ortholog of a large set of highly degraded pseudogenes in the *A. mellifera* genome, represented by constructs AmGrX, Y, and Z. *Bombus terrestris* has three very recent sets of duplicated genes, related to AmGr8, 9, and 12. These were named for their orthologs and then with additional numbers. Assembly problems related to genes in this family are noted in Additional file 1. For phylogenetic analysis, the poorly aligned and variable length N-terminal and C-terminal regions were excluded (specifically from 10 amino acids before the conserved GhWP motif in the N-terminus and five amino acids after the conserved TYhhhhhQF motif in the C-terminus), as was a major internal region of length differences involving DmGr66a. Including 68 GRs from *D. melanogaster*, phylogenetic analysis of a set of 107 total proteins was carried out in the same fashion as for previous GR analyses [132,133]. *Ionotropic receptors (IRs):* IRs were identified using the basic protocol above. Additionally, iterative searches were also conducted with each new *B. terrestris* protein as query until no new genes were identified in each major subfamily or lineage. Naming and numbering of the *B. terrestris* IRs is not simple. Following the example [131], the conserved orthologs of several IRs in other insects are given those names, specifically 8a, 25a, 93a, 76b, and 68a. Assembly problems related to genes in this family are noted in Additional file 1. The *A. mellifera*, *B. terrestris*, and *D. melanogaster* IRs were aligned in CLUSTALX v2.0 [207] using default settings. For phylogenetic analysis, the poorly aligned and variable length N-terminal and C-terminal regions were excluded, along with several internal regions of highly length-variable sequence. Other regions of potentially uncertain alignment were retained, because while potentially misleading for relationships of the subfamilies, they provide important information for relationships within subfamilies. Phylogenetic analysis of this set of proteins was carried out in the same fashion as for previous IR analyses [132,133]. *Odorant binding proteins (OBPs):* OBPs were identified as above for chemoreceptors. Because their phylogenetic relationships with the *A. mellifera* proteins are somewhat complicated, they were not named for their *A. mellifera* orthologs, but rather according to their locations in the genome, although the relatively conserved OBP1 genes are orthologous. Assembly problems related to genes in this family are noted in Additional file 1. Phylogenetic analysis employed corrected distance methods (see ORs methods) and only the mature proteins with signal sequences removed, as well as the different length C-termini.

### Defense and venom constituents

Venom proteome data [143] were used to search against the au5 (AUGUSTUS) and NCBI Refseq gene predictions for Bter_1.0, and genome six-frame translation databases using Mascot (v2.3, Matrix Science). Setting the significance threshold at *P* <0.01 leads to a peptide false discovery rate (FDR) of 5.34% for the au5 and 2.88% for the NCBI Refseq searches. Mass spectra data generated from all combinatorial peptide ligand library (CPLL) flow-through fractions, and the CPLL elution fractions of the Tris-glycine- and Tris-tricine-SDS-PAGE gel were separately searched against the genome six-frame translation database resulting in FDRs of 0.86%, 0.68% and 3.17%, respectively. Significant and top ranking peptides from the Mascot output with an ion score ≥30 were retained in the final peptide lists. All peptides found in the separate genome six-frame translation database searches were merged in one list and double peptides were removed. Identified *B. terrestris* venom proteins were used in BLAST searches against the *B. impatiens* Refseq database. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium [208] via the PRIDE partner repository with the dataset identifier PXD001623 and 10.6019/PXD001623.

### Immune components and responses

Using OrthoDB6 [69] we identified orthologs from the two bumblebees of previously characterized immune genes from other arthropods. To complement the orthology searches, we searched for homologs of known immune proteins in the two bumblebees using BLASTP against RefSeq proteins. To confirm the absence of any proteins that appeared to be missing, we searched the genome assemblies and short reads archive with TBLASTN. Further details, including evolutionary analyses using *Apis spp.* and *Megachile rotundata* are described in the companion paper [145]. *Queen hemolymph proteome*: Post-diapausing queen hemolymph proteome data obtained from a Thermo Scientific LTQ ORBITRAP XL mass spectrometer were searched against protein datasets derived from NCBI reference sequences (downloaded August 2013), an AUGUSTUS (au6) analysis of the genome and a transcriptome assembly [50] using MaxQuant (version 1.2.2.5; [209]). FDRs were set to 0.01 for both peptides and proteins, and proteins were considered identified when more than one unique peptide was observed. The queen hemolymph proteomic data have been deposited to the ProteomeXchange Consortium [208] via the PRIDE partner repository with the dataset identifier PXD001644 and 10.6019/PXD001644. Uploaded search result files were generated by searching mass spectrometry data against NCBI reference sequences using Proteome Discoverer (v1.4.0.288) and converted to pride.xml format using PRIDE Converter 2 [210]. Identified proteins were functionally annotated using Blast2GO v2.5 [211,212] and assigned gene ontology terms relating to biological processes, molecular function, and cellular component. Functional domain analysis was performed using InterProScan [213]. BLASTP searches were conducted in Blast2Go to determine the phylogenetic distribution of the hemolymph-associated proteins of unknown function. A reciprocal BLAST search (BLASTP, E-value cutoff of 1e-10, sequence similarity >25%) against protein data for *A. mellifera* hemolymph [146] was performed to identify homologous/orthologous proteins between the two hemolymph sets. All protein coding gene models were inspected and corrected in Apollo and missing genes were added to the manually curated gene set.

### Regulation of gene expression

*RNAi:* Genes putatively involved in RNAi from other insects (*D. melanogaster*, *A. mellifera*, *B. mori*, *T. castaneum*) were used to search both bumblebee genomes using TBLASTN. *microRNAs (miRNAs):* miRNAs were isolated by high-throughput sequencing of cDNA libraries from total RNA extracted from female larvae from four *B. terrestris* colonies. Libraries were prepared using the Illumina Trusec 2.0 kit, with modifications to reduce the risk of inherent sequencing biases [214]. Eight libraries (two from each colony) were prepared and sequenced by BaseClear B.V (Leiden, the Netherlands). Libraries were combined and mapped to the *B. terrestris* genome. 

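The 65 mature sequences listed for B. terrestris larvae had a median length of 22 nt and ranged from 20 to 25 nt. Of these, 36 were 22 nt and 19 were 23 nt long. Weighted by reads, the median was again 22 nt. Among the 64 distinct mature sequences, 41 began with U (64.1%, 95% Clopper-Pearson interval 51.1 to 75.7), against 28.1% U over the other positions of the same sequences (two-sided exact binomial test, p = 2.94e-09). With one sequence per seed (bases 2 to 8), the share was 61.4% of 57 sequences (two-sided exact binomial test, p = 3.39e-07). Members of one family are not independent sequences.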

MiRNA precursor sequences, identified by their characteristic hairpin-loop secondary structures, are processed into approximately 22 bp mature miRNAs that have biological function. To identify the mature miRNAs, first precursor sequences were identified by their secondary structures. For this purpose, miRNA prediction software miRCat [155] was used, employing sequence data and genomic context of the mapped sequences. 

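The table gives a precursor and a position on Bter_1.0 for every entry. In all 65 entries the mature sequence occurred in the precursor at the position listed. Precursors were 61 to 127 nt long with a median of 77 nt. Folded with RNAfold, they had a median minimum free energy of −34 kcal/mol (range −63.4 to −17.6), and in 64 of them the paired bases of the mature sequence lay on 1 arm of the hairpin, the exception being bte-mir-2-1. Each precursor was also compared with 1000 shuffles that keep its dinucleotides. The precursors had been identified by their hairpin structure, so a low energy was in part selected for. The minimum free energy was lower than in at least 95% of the shuffles for 63 precursors. The exceptions were MC1607 among those predicted with miRCat (permutation p = 0.0809) and bte-mir-3759 among those kept by conservation (permutation p = 0.238). The 12 hairpins without a miRBase identifier had a median of −31.8 kcal/mol and the 50 others −34.05 kcal/mol, which did not differ (two-sided permutation test, p = 0.446).
Of the 62 hairpins, 15 lay within 10 kb of another on the same strand, in 7 clusters, against a mean of 0.487 in 10000 random placements on the same scaffolds (one-sided permutation test, p = 1e-04, the smallest these placements can give). Within 1 kb the number was 12. The paper's additional annotation of genes places some of these clusters in introns. On Group7.3, bte-mir-2-1 (1115431 to 1115505), bte-mir-13b (1115690 to 1115769) and bte-mir-71 (1116956 to 1117040) lie on the minus strand, within intron 3 of the gene for serine/threonine-protein phosphatase 4 regulatory subunit 1 by that annotation, which starts at 1119273. On Group5.1, bte-mir-996 (7184262 to 7184350) and bte-mir-279a (7184475 to 7184550) are annotated within intron 3 of the gene for DNA polymerase alpha subunit B, which starts at 7189670 on the same strand. On Group15.5, bte-mir-306 (1390034 to 1390107) is annotated within intron 5 of the gene for serine/threonine-protein kinase grp, which starts at 1392000 on the same strand. The annotation names 12 miRNAs in the introns of 4 genes, and 6 of them were among the listed entries. The totals of these 6 were 6281 reads for bte-mir-2-1, 4166 reads for bte-mir-13b, 12997 reads for bte-mir-71, 1082 reads for bte-mir-996, 4580 reads for bte-mir-279a and 18362 reads for bte-mir-306.

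**Figure D4:**
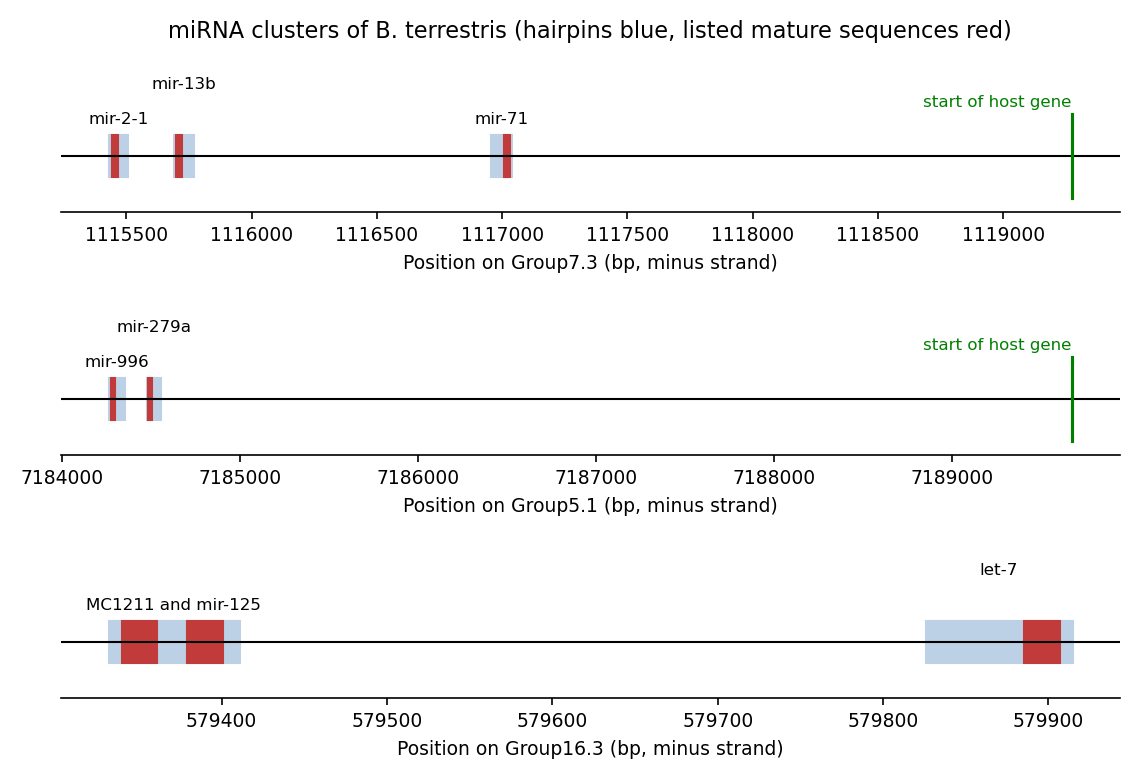
Clusters on Group7.3, Group5.1 and Group16.3, drawn to scale in bp of Bter_1.0 (horizontal axes). Hairpins are blue, listed mature sequences red, and green lines mark the annotated start of the host gene, at 1119273 on Group7.3 and 7189670 on Group5.1.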

Predicted miRNAs in *B. terrestris* were compared to the known miRNAs of *A. mellifera* published in miRBase [154]. Blast v.2.2.15 was used to search miRNAs not previously described from *A. mellifera* against the *A. mellifera* and *B. impatiens* genomes. To identify more miRNAs, including in *B. impatiens*, and the miRNAs not expressed in *B. terrestris* larvae, precursor sequences of all published miRNAs for *A. mellifera* from miRBase were used in a BLAST search of the *B. terrestris* and *B. impatiens* genomes. The miRNA prediction tool miR-abela [156] was used to identify hairpin-loop structures in the 500 bp regions around each of the identified homolog sequences. Finally, all *Bombus* homologs of the miRNAs that had been published in *A. mellifera*, but were not predicted by either miRCat or miR-abela, were assessed based on (a) showing a high mature sequence similarity to *A. mellifera* (>85%), (b) showing a clear hairpin secondary structure in their putative precursor sequences, and (c), in the case of *B. terrestris*, had been sequenced more than 100 times in the high-throughput sequencing libraries. These thresholds were selected to reduce the numbers of putative miRNAs that were false positives when identified from the BLAST searches. 

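In the list, 18 entries were kept by conservation and not by miRCat. Their totals over the 8 libraries ran from 41 reads for bte-mir-3759 to 121055 reads for bte-mir-8. More than 100 reads were counted for 14 of them and 100 or fewer for 4, namely bte-mir-124 with 96 reads, bte-mir-281 with 93 reads, bte-mir-29b with 65 reads and bte-mir-3759. These 4 were named after their counts were seen. The table does not separate entries predicted with miR-abela from those assessed by the 3 criteria, so it does not tell to which entries the read criterion applied. Without early replicate 1 or 2, 5 of the 18 had 100 or fewer reads. Among the 47 entries predicted with miRCat, 10 had 100 or fewer reads.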

Sequence data used in these miRNA analyses are deposited in the NCBI Gene Expression Omnibus [GSE64512]. *DNA methylation*: *A. mellifera* or human proteins with known DNA methylation functions were used in a BLAST search of the bumblebee genomes. Methylated genes were predicted based on CpG depletion (CpG[O/E] <1) in the *B. terrestris* (n = 3,393) and *B. impatiens* (n = 3,671) genomes. The CpG[O/E] value (=#CpGs observed/#CpGs expected) was used to predict the presence of DNA methylation in a genomic region [215]. Global DNA methylation patterns in *B. terrestris* and *B. impatiens* were measured using the MethylFlash DNA quantification kit (Fluorometric) from Epigentek. We used thoraxes of newly emerged *B. terrestris* and *B. impatiens* workers, with similar *A. mellifera* samples as controls.

### Selenoproteins

The program Selenoprofiles [216] was used to search for all known selenoprotein families and Sec synthesis machinery genes. The program SECISearch3 [217] was run with permissive criteria to scan for SECIS elements (selenocysteine insertion sequences) downstream of potential selenoprotein candidates. All results were manually inspected and compared to other available insect genomes.

### SNP production and mapping in *B. impatiens*

To reduce genome complexity and enable sequencing from the same fraction of the genome across multiple individuals, we used restriction-site associated DNA marker (RAD) sequencing [167]. Genomic DNA was isolated from 22 *B. impatiens* workers from sites throughout the species’ geographic range. Samples were submitted to Floragenex (Oregon) for library preparation, sequencing, and preliminary bioinformatics [218-220]. Briefly, samples were digested with SgrAI, uniquely barcoded, and pooled. Fragments were sequenced from cut sites using single-end chemistry on an Illumina HiSeq 2000. Samples were demultiplexed and trimmed to a length of 90 bp. RAD-tag reads were mapped using the *B. impatiens* BIMP2.0 assembly. Sequences were aligned using BOWTIE 0.11.3 [221], taking into account sequence quality, allowing up to three mismatches, and ignoring reads that mapped to more than one location in the genome. Single nucleotide polymorphisms (SNPs) were called using SAMTOOLS 0.1.12a [222] with custom Floragenex scripts. Only variants with a minimum phred score of 15, sequence coverage of 10, and a missing data rate of <15% were considered. The resulting 10,966 SNP candidates were filtered to remove variants with more than two alleles and those invariant in the 22 samples but different from the BIMP2.0 reference and those with >500 reads per individual. Remaining SNPs were tested for Hardy-Weinberg deviations using vcftools 0.1.9 [223] and loci with significance <0.01 were removed. This resulted in a final dataset containing 9,607 SNPs in the 22 diploid individuals (average coverage of 151× per individual per site). Linkage disequilibrium (LD) between pairs of SNPs (minor allele frequency >0.05) within the same scaffold was estimated using *r*^2^ on allele counts (geno-r2 in vcftools). BAM alignments were then processed using ANGSD 0.577 to estimate *θ*_*pi*_ = 3*Nμ* from per-site nucleotide diversity across all sequenced sites (1.113 × 10^6^) using a genotype-likelihood based approach that does not rely on SNP calling [224,225]. This method incorporates genotype uncertainty inherent to sequence depth and quality variation from next-generation sequencing, and analyzes all sites as opposed to estimating diversity from SNPs alone. The site frequency spectrum was estimated using SAMTOOLS genotype likelihood estimation, requiring a minimum of 20 individuals sequenced per site, a minimum base quality score of 20, and map quality score of 10. The folded site frequency spectrum was EM optimized for 22 individuals and *θ*_*pi*_ estimated across sites and individuals. RAD sequence data in the form of BAM alignments to AEQM02.fasta have been uploaded to Genbank Sequence Read Archive [NCBI SRA: SRP051027], and SNP data in vcf format are available from the DRYAD digital repository: http://dx.doi.org/10.5061/dryad.52hj2.

### Data availability

The genome assemblies and raw sequence data generated in this study are available at NCBI under the BioProject IDs PRJNA45869 for *B. terrestris* and PRJNA61101 for *B. impatiens*. Illumina RNAseq reads generated during this study include, from *B. terrestris*, queen heads (NCBI SRA: SRX090531), queen ovaries (NCBI SRA: SRX090532) and male heads (NCBI SRA: SRX090533). Illumina RAD sequence of 22 *B. impatiens* samples is available in the Genbank Sequence Read Archive (NCBI SRA: SRP051027). Illumina RNAseq data from *B. terrestris* used for miRNA mining are deposited in the NCBI Gene Expression Omnibus (GSE64512). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium [208] via the PRIDE partner repository with the dataset identifier PXD001623 and 10.6019/PXD001623 for the *B. terrestris* venom proteome and dataset identifier PXD001644 and 10.6019/PXD001644 for the *B. terrestris* queen hemolymph proteome. Principally, comparisons were made with the honeybee *A. mellifera* (NCBI: GCA_000002195.1), but in addition, depending on the purpose of the analysis the following arthropod genomes were also used for comparative analysis. Bees: *A. florea* (NCBI: GCA_000184785.1) and *M. rotundata* (NCBI: GCA_000220905.1). Wasps: *N. vitripennis* (NCBI: GCA_000002325.2), *N. giraulti* (NCBI: GCA_000004775.1), *N. longicornis* (NCBI: GCA_000004795.1). Ants: *A. echinatior* (NCBI: GCA_000204515.1), *A. cephalotes* (NCBI: GCA_000143395.2), *C. floridanus* (NCBI: GCA_000147175.1), *H. saltator* (NCBI: GCA_000147195.1), *L. humile* (NCBI: GCA_000217595.1), *P. barbatus* (NCBI: GCA_000187915.1), *S. invicta* (NCBI: GCA_000188075.1). Flies: *D. melanogaster* (NCBI: GCA_000001215.2), *A. gambiae* (NCBI: GCA_000005575.1), *C. cinquefasciatus* (NCBI: GCA_000209185.1). Moth: *B. mori* (NCBI: GCA_000151625.1). Aphid: *A. pisum* (NCBI: GCA_000142985.2). Beetle: *T. castaneum* (NCBI: GCA_000002335.2). Louse: *P. humanus* (NCBI: GCA_000006295.1). Waterflea: *D. pulex* (NCBI: GCA_000187875.1).

## Additional files

Additional file 1:
**Summary information relating to the** ***B. terrestris*** **genome assembly, details of gene model predictions for** ***B. terrestris*** **and** ***B. impatiens*** **, information on protein domains, bumblebee Juvenile hormone binding protein** **information, biogenic amine receptor information, bumblebee neuropeptide sequences, a comparison of** ***corazonin*** **between the two bumblebees, neuropeptide gene suites across various Arthropods, Halloween gene (p450s) list and phylogenetic tree, annotated lists, and phylogenetic trees of** ***B. terrestris*** **Odorant Receptors, Gustatory Receptors, Ionotrophic Receptors, and Odorant Binding Proteins, a taxonomic distribution of functionally unknown hemolymph associated proteins, and an overview of core RNAi genes with a phylogenetic tree of SID proteins across insects.**
Additional file 2:
**Spreadsheet tabs with genomic coordinates of synteny between** ***B. terrestris*** **and** ***B. impatiens*** **(A), a list of manually annotated genes and species-specific names (B), bee-specific (C) and** ***Bombus-*** **specific (D) genes based on ortholog analysis, protein domains relating to transposable elements (E), venom peptide genes in** ***B. terrestris*** **with proteomic support (F), venom proteins without proteomic evidence, and details of their presence/absence in the genome sequence (G),** ***B. impatiens*** **venom protein predictions (H), an ortholog-based list of bumblebee genes in immune related families (I), proteins identified in** ***B. terrestris*** **queen hemolymph by mass spectrometry (J), and miRNAs sequenced in** ***B. terrestris*** **(K), predicted but not sequenced in** ***B. terrestris*** **(L), and predicted in** ***B. impatiens*** **(M).**

How the deposited data were processed for this re-analysis (not part of the article)

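Small RNA was sequenced from worker-destined B. terrestris larvae in 8 libraries, 4 from early larvae (instars 1 and 2) and 4 from late larvae (instar 4), taken from 4 colonies. The authors mapped the combined libraries to Bter_1.0, predicted precursors with miRCat, kept others by conservation, and deposited a table with the mature and precursor sequence, the position and the raw count of each entry in each library. The counts are whole numbers, not normalized and not pooled over replicates. The aligner, its version, the mismatches allowed, the treatment of end variants and any use of the degenerate adaptor bases to remove duplicate reads are not stated in the paper's text. Each count column was matched to a library by its stage initials and replicate number, and 0 columns of per-sample values were left unmatched.

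From these counts the following was computed. An entry with blank cells in 7 libraries (bte-mir-275) was left out of totals and tests. In library totals and in the comparison of stages the mature sequence shared by 2 loci was counted once, which left 63 sequences, while counts of hairpins and the test of abundance without an identifier kept both loci. For the comparison of late with early larvae, sequences with at least 10 counts summed over the libraries (62) were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with stage as the only term and Benjamini-Hochberg adjustment. Standard errors are the absolute log2 fold change divided by the square root of the F statistic, an approximation. On 20 simulated data sets with 15 of 62 miRNAs changed by 2 on the log2 scale, this test recovered 87.7% of the changed miRNAs, and 4.36% of its calls were false. Smaller changes, which some of the calls had, and shifts in composition between libraries of a stage were not simulated. These rates therefore do not cover them. The biological coefficient of variation was 37.4%. The list was described with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Entries with overlapping precursors were joined as 1 hairpin. Differences between sets of miRNAs were tested with 100000 permutations, or by full enumeration where a set had fewer than 10 members. Shares of reads on an arm have 95% Clopper-Pearson intervals. Precursors were folded with RNAfold 2.7.2 at default settings, and precursors were aligned to each other locally with Biopython 1.88, keeping alignment scores of at least 30. Clusters were hairpins within 10 kb on the same strand, tested against 10000 random placements up to the largest listed coordinate of each scaffold. The permutation tests and placements were also tested on simulated data.

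The number of reads on listed miRNAs ranged from 204223 to 502540 in early libraries and from 45649 to 257161 in late libraries, so late larvae are measured less precisely, and a count of 0 in late replicate 4 leaves room for 65.7 CPM. The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, the replicate number as a block, each library left out in turn in the comparison of stages, other read thresholds for the number of miRNAs above 100 reads, distinct sequences in place of hairpins, other cluster distances, energy per 100 nt and a shorter seed. These were fixed before the data were examined. Keeping both rows of the shared sequence, scaling by the listed total, leaving out bte-mir-1, a GC correction, thinning to the smallest total, leaving libraries out of the descriptions of the list, other read thresholds for the entries kept by conservation and counting the shared sequence once in the test of abundance were added after the data had been seen, as were the shuffles and alignments of precursors.

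Single miRNAs were named by a rule fixed in advance: those that the paper or its additional files name, those without a miRBase identifier, the 5 highest and the 3 lowest totals, and the 5 largest changes between stages among those with an adjusted p under 0.05 and no overlap between the stages. The paper's text and its additional annotation of genes name 14 miRNAs. Of these, 6 were among the entries and the other 8 were not analysed here. Where another miRNA is named, it was chosen after its values were seen. Comparisons with A. mellifera and B. impatiens were not analysed here. The additional tables of miRNAs were not used here.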

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

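What each test of the difference between stages would show was written down only after its result was seen, apart from the test of reads shared between similar sequences and the count of libraries far from the others of their stage, and the tests of one atypical late library and of exchanged libraries were also chosen only after the result was seen.

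The libraries come from early and late larvae, but the paper does not compare the stages. Of the 62 miRNAs tested, 20 differed between late and early larvae with an adjusted p under 0.05 from edgeR's quasi-likelihood test, 12 of them higher and 8 lower in late larvae, and 27 had an unadjusted p under 0.05. The 4 early and the 4 late libraries did not overlap for 20 of the 62 miRNAs, 15 of them among the 20 called, where chance gives 2.86% of miRNAs. This compared normalized values without their counting error. A count of 0 in late replicate 4 leaves room for 58.9 CPM (3 counts). The lowest early values of the called MC314 and bte-mir-2944, both at 0 there, were 57.4 and 47.0 CPM. Their lack of overlap is thus not firm. The split into higher and lower calls depended on the scaling. With DESeq2's size factors 12 were higher and 13 lower, and with scaling by the listed total 11 were higher and 14 lower. The median log2 fold change of all tested miRNAs was 0.18 under TMM, 0.13 under DESeq2 and −0.09 under scaling by the listed total. Relative to the median of each fit, all 20 kept their direction in every alternative fit in which they were tested, each left-out library included.

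In the main fit the 5 largest changes among calls without overlap were all higher in late larvae. This order was not stable, because MC314, which was lower in late larvae (log2 fold change −2.55, edgeR adjusted p = 0.0129), changed more than the fifth, bte-mir-3759, in several alternatives (−2.80 against 2.38 with scaling by the listed total). bte-mir-6001 had 0, 1, 2 and 0 reads in early replicates 1 to 4 and 199, 64, 104 and 103 reads in late replicates 1 to 4, which is at least 124-fold higher in late larvae against the limit that 3 counts set in early larvae (adjusted p = 7.76e-07, edgeR, from 9.17e-18 to 0.000114 over its alternatives). MC1607 rose from 128 ± 32.6 to 2339 ± 2461 CPM (SD, n = 4 each; log2 fold change 4.16, standard error 0.63, edgeR adjusted p = 0.00013), and the log2 fold change was 3.13 without late replicate 4. The precursors of MC1607 and bte-mir-3759 were the exceptions in the comparison of folding energy with shuffles (permutation p = 0.0809 and p = 0.238). Folding energy thus does not set these entries apart from shuffled sequences. MC1211 had a log2 fold change of 4.00 (standard error 0.84, edgeR adjusted p = 0.00235), which was 1.96 without late replicate 1. Relative to the median of all tested miRNAs in each fit it was 2.47 in place of 3.81. The lowest late value of MC1211, 27.46 CPM in late replicate 3, came from 3 reads. The highest early value, 27.43 CPM in early replicate 4, came from 7 reads, so its lack of overlap is not firm. The log2 fold change of MC476 was 3.68 (standard error 0.72, edgeR adjusted p = 0.00146) and was 3.06 without early replicate 2. That of bte-mir-3759, which had 41 reads in all, was 2.64 (standard error 0.78, edgeR adjusted p = 0.0168, from 0.00292 to 0.0785 over its alternatives), and it was 1.63 without early replicate 2. Its values of 17.8 CPM in late replicate 1 and 15.7 in early replicate 4 rested on 4 reads each, so its lack of overlap is not firm either. Without early replicate 2, the change relative to the median of all tested miRNAs was 3.31 in place of 3.49 for MC476. For bte-mir-3759 it was 1.89 in place of 2.46. Among the miRNAs named by the paper, bte-mir-2-1 fell by 2.48 on the log2 scale from 3525 ± 631 to 628 ± 249 CPM (SD, n = 4 each; standard error 0.34, edgeR adjusted p = 7.3e-05), and every late library was below every early one. Among the other listed miRNAs named by the paper, bte-mir-306 (log2 fold change −0.90, edgeR adjusted p = 0.0129), bte-mir-13b (−0.99, adjusted p = 0.0168) and bte-mir-71 (−0.76, adjusted p = 0.0271) were also lower, bte-mir-13b and bte-mir-71 not called in every alternative. bte-mir-996 (−0.61, adjusted p = 0.262) and bte-mir-279a (0.60, adjusted p = 0.188) were not called. Of 15 alternatives, 1 called bte-mir-996, the fit without late replicate 1 (−1.20, edgeR adjusted p = 0.0406), and 0 called bte-mir-279a. Without late replicate 1 the median log2 fold change of all tested miRNAs also fell, from 0.18 to −0.51. The larger change of bte-mir-996 in that fit cannot be told from this shared shift. Every late library of bte-mir-996 was below every early one.

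Several technical explanations were tested against the difference between stages. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many calls, the labelled one, and each other split gave 0, which also argues against libraries exchanged between the stages. After all libraries were thinned to 45649 reads, a median of 17 of the 20 calls were kept, so the lower depth of the late libraries does not account for most of them. All 20 were kept when bte-mir-1 was left out of the table, and 19 were kept after a correction for GC content. Without late replicate 1, 17 of the 20 were kept. Across all 8 fits that each left out one library, the number kept ranged from 13 (without early replicate 2) to 19, so no single library accounts for most of the calls. All 20 called miRNAs had no other listed mature sequence within 3 edits, which argues against reads shared between listed sequences, while unlisted copies were not tested. No sequencing batch is given by the paper or the sample descriptions, so none was tested. A change in the tissues that make up a whole larva stays open and was not tested. A developmental change in these miRNAs is a hypothesis and was not tested further.

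In 63 groups of 4 libraries (listed reads, the normalized count of each named miRNA and the arm shares, within one stage), 5 had a library far from the other 3. Chance gives about 3.15, and the binomial probability of 5 or more is 0.207, so the number is consistent with chance. The gap to the nearest library divided by the range of the group was 0.892 for bte-mir-1 in early replicate 4 (464893 CPM, others 348178 to 360741). It was 0.882 for MC1030 in late replicate 1 (275 CPM, others 119 to 137) and 0.834 for MC1211 in the same library (599 CPM, others 27.5 to 122). For late replicate 4 it was 0.928 for MC218 (98.2 CPM, others 16.3 to 22.2) and 0.898 for MC848 (0 CPM, others 36.6 to 40.8). On this normalized scale 3 counts in late replicate 4 are 58.9 CPM, so the value of MC848 there, at a count of 0, has no firm order. No biological explanation was tested for single libraries.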

How the results depend on the processing

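The number of miRNAs that differed between the stages was 20. DESeq2 with its size factors gave 25, no filter on low counts 23, scaling by the listed total 25, a GC correction 19, and thinning a median of 18.5 (14 to 24 over 20 draws). Across the 8 fits that each left out one library, the number ranged from 15 to 29, the number higher in late larvae from 5 (without early replicate 2) to 15, and the number lower from 6 to 20 (without late replicate 1). The number lower in late larvae was 8 in the main setting, 13 with DESeq2 and 14 with scaling by the listed total. The median log2 fold change of all miRNAs moved to −0.51 without late replicate 1 and to −0.26 without early replicate 2. It thus depends on single libraries, and whether the TMM factors or the stage means moved it was not tested. Leaving out 1 miRNA with 4 reads in all, as the filter does, moved that median from 0.03 to 0.18. All 20 calls kept their sign in every fit that included them, and 10 of the 20 were called in all 15 alternatives. The other 10, which lost their call in at least 1 alternative, were bte-mir-184, bte-mir-11, MC295, bte-mir-13b, bte-mir-3759, bte-let-7, bte-mir-2944, bte-mir-3718a, bte-mir-71 and MC1917.

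The replicate numbers are shared by the stages, but no pairing of the libraries by these numbers was detectable. Deviations from the stage means of libraries with the same number had correlations of −0.04, 0.07, −0.02 and −0.12. Larvae of each stage came from 4 colonies, so the design may pair libraries by colony. These correlations cannot show whether a number marks a colony. With the replicate number as a block, 18 miRNAs were called, 10 higher and 8 lower, 17 of them among the 20, and the log2 fold change of MC37 turned from 0.31 to −0.027.

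Of the 28 named miRNAs tested, 3 changed sign, none of them called in any fit. The log2 fold change of bte-mir-1 was 0.12, −0.12 with scaling by the listed total, and from −0.47 to 0.24 with single libraries left out. That of MC1030 was 0.24 and ranged from −0.65 to 0.47, and that of MC37 from −1.10 to 0.69, with single libraries left out. Over all settings of the named miRNAs, 372 of 419 values kept their direction and side of the threshold, 18 were weaker, 21 stronger and 8 reversed. Of the reversed values, 3 fell in the fit without early replicate 2 and 3 in the fit without late replicate 1. In these fits the median of all tested miRNAs also turned negative, to −0.26 and −0.51. With the replicate number as a block 1 value reversed, and with scaling by the listed total 1 did. The cause was not tested further.

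The number of miRNAs above the read threshold was 49, 61 at 10 reads, 30 at 1000 reads and 46 to 49 with single libraries left out. Of the entries kept by conservation, 4 had 100 or fewer reads. There were 0 at a threshold of 10 reads, 10 at a threshold of 1000, as a higher threshold must give more, and 4 to 5 with single libraries left out. The 5p share of the bte-mir-125 hairpin was 49.7% and ranged from 41.3% to 78.5% (without late replicate 1) with single libraries left out. The alternative that takes arms as the table names them was not run, because the table names none. The difference in median log10 count between miRNAs with and without an identifier was −1.34 and kept its side of 0.05 with each library left out (−1.39 to −1.25), with means and above 100 reads, but was −1.05 (permutation test, p = 0.133) with one value per distinct sequence, where 14 sequences replace 12 hairpins. With the 97 reads of MC218 and MC64 counted once, which was added after the data had been seen, it was −1.21 (permutation test, p = 0.0371). The difference in folding energy, 2.25 kcal/mol, turned to −1.33 per 100 nt, and neither differed from 0 by the permutation test (p = 0.446 and p = 0.590).

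The number of listed miRNAs was 62, 64 with distinct mature sequences and 65 with every entry. The number of mature sequences that shared a seed was 10 with bases 2 to 8 and 12 with bases 2 to 7. The median length was 22 nt in the 3 settings run, and the share of reads on the 10 most abundant moved by less than its SD between libraries. The share beginning with U and the number of clustered hairpins stayed on the same side of 0.05 in each alternative run for them. The depth of late replicate 4 limits any statement on miRNAs under 65.7 CPM (as a rate of the listed reads) in that library.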

Differences from the paper's values

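The paper reports 130 miRNAs in B. terrestris, and the deposited table held 62 with the arms of one hairpin joined. The paper's number also takes in miRNAs found by homology to A. mellifera, including ones not expressed in larvae. With distinct mature sequences the number was 64 and with every entry it was 65, so none of the alternatives set before the data were examined closed the gap.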

Other observations

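The tests of the precursors that resemble each other and of the miRNAs that share a seed were chosen only after the values were seen.

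Late replicate 4 had 0 reads for 17 of the 62 tested miRNAs. Negative binomial draws at its depth, with means from the other late libraries and the spread fitted on the other 7 libraries, gave a median of 6 zeros and a maximum of 13, and 0% of 10000 draws reached 17. Low depth with the usual spread between replicates therefore does not account for them. The clearest cases, chosen after their values were seen, were bte-mir-3718a, for which 20.7 reads were predicted, and bte-mir-2796, for which 10.2 were predicted. The prediction for bte-mir-3718a rested mainly on late replicate 1, with 219 reads against 44 and 25 in late replicates 2 and 3. A minimum count is excluded too, because the smallest count above 0 in this library was 1. The same library is the only one with a value for bte-mir-275, 355 reads on scaffold GroupUn154 (584306 to 584382), where the other 7 have blank cells. How this library was prepared and counted was not analysed here, and no biological explanation was tested. Without it, 23 miRNAs differed between the stages.

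The precursors of MC64, MC65, MC218 and MC1030 aligned to each other in all 6 pairs with 80% to 90% identity, and no other pair of hairpins in the list reached the same alignment score. A candidate explanation is that they are copies of one inverted repeat. An inverted repeat also aligns to its copies as a reverse complement, and 4 of the 6 pairs did so, with 76.1% to 82.9% identity. Any similar hairpins with long stems would do the same, so these alignments are not evidence apart from the stem lengths. The pairs that did not were MC1030 with MC218 and with MC64. The longest uninterrupted stem was 36 bp in MC65, 26 bp in MC64 and 20 bp in MC218, against a median of 10 bp and a maximum of 18 bp among all others in the list, while MC1030 had 9 bp. The genome sequence was not used here, so other copies were not counted.

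Neighbouring hairpins might share their change between stages if they are transcribed together. The 9 pairs of tested miRNAs in one cluster had a median difference in log2 fold change of 1.21, against 1.28 for random pairs (one-sided permutation test, p = 0.442), so no such sharing was detectable with 9 pairs.

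Of the 64 distinct mature sequences, 10 shared bases 2 to 8 with another, in 3 seeds. One seed, ATCACAG, is shared by bte-mir-2-1, bte-mir-13b, bte-mir-2944 and bte-mir-11. The first 3 were lower in late larvae, and bte-mir-11 was higher (log2 fold change 2.10, 13 of 15 alternatives called it). The call for bte-mir-11 was lost without late replicate 1, where its log2 fold change was 0.45 (edgeR adjusted p = 0.350). Relative to the median of all tested miRNAs, bte-mir-11 changed by 0.96 in that fit and by 1.91 in the main fit. Its normalized count was 13915.5 and 5367 CPM in late replicates 1 and 2. In late replicates 3 and 4 it was 1400 and 1394, within the 1093 to 1479 of the early libraries. Opposite directions among members of this seed therefore rest on late replicates 1 and 2 and were not settled. bte-mir-11 and bte-mir-2944 were chosen after their values were seen.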
